# The Gene Regulatory Cascade Linking Proneural Specification with Differentiation in *Drosophila* Sensory Neurons

**DOI:** 10.1371/journal.pbio.1000568

**Published:** 2011-01-04

**Authors:** Sebastián Cachero, T. Ian Simpson, Petra I. zur Lage, Lina Ma, Fay G. Newton, Eimear E. Holohan, J. Douglas Armstrong, Andrew P. Jarman

## Abstract

In neurogenesis, neural cell fate specification is generally triggered by proneural transcription factors. Whilst the role of proneural factors in fate specification is well studied, the link between neural specification and the cellular pathways that ultimately must be activated to construct specialised neurons is usually obscure. High-resolution temporal profiling of gene expression reveals the events downstream of *atonal* proneural gene function during the development of *Drosophila* chordotonal (mechanosensory) neurons. Among other findings, this reveals the onset of expression of genes required for construction of the ciliary dendrite, a key specialisation of mechanosensory neurons. We determine that *atonal* activates this cellular differentiation pathway in several ways. Firstly, *atonal* directly regulates *Rfx*, a well-known highly conserved ciliogenesis transcriptional regulator. Unexpectedly, differences in *Rfx* regulation by proneural factors may underlie variations in ciliary dendrite specialisation in different sensory neuronal lineages. In contrast, *fd3F* encodes a novel forkhead family transcription factor that is exclusively expressed in differentiating chordotonal neurons. *fd3F* regulates genes required for specialized aspects of chordotonal dendrite physiology. In addition to these intermediate transcriptional regulators, we show that *atonal* directly regulates a novel gene, *dilatory*, that is directly associated with ciliogenesis during neuronal differentiation. Our analysis demonstrates how early cell fate specification factors can regulate structural and physiological differentiation of neuronal cell types. It also suggests a model for how subtype differentiation in different neuronal lineages may be regulated by different proneural factors. In addition, it provides a paradigm for how transcriptional regulation may modulate the ciliogenesis pathway to give rise to structurally and functionally specialised ciliary dendrites.

## Abstract 2

Temporal expression profiling of sensory precursor cells reveals how the *atonal* proneural transcription factor regulates a specialized neuronal differentiation pathway.

## Author Summary

Early during development, cells differentiate and take on specialized forms and functions. This requires the activation of specific genes for different cellular pathways. Our study addresses how this activation is regulated in the developing *Drosophila* nervous system. In this model, it is well known that proneural transcription factors are involved in directing cells to differentiate into various types of neurons. However, the mechanism by which they choreograph the activation of genes for neuronal differentiation is not clear. In this study, we focused on events leading to differentiation of mechanosensory neurons, which have specialized dendritic processes that mediate sensory perception. In these developing neurons we profiled the time course of gene expression that is triggered by the proneural factor *atonal*. Our analysis revealed the activation of genes required for the formation of these specialized dendrites, called cilia. We then identified several ways in which *atonal* regulated these genes. First, it activates intermediate transcription factors that regulate different subsets of differentiation genes. Second, in at least one case, *atonal* activates a differentiation gene directly, one that is involved in the formation of cilia (ciliogenesis). These findings offer new insight into how proneural factors regulate specialized neuronal differentiation pathways.

## Introduction

Once an embryonic cell is committed to a particular fate, it is likely that a precisely ordered progression of gene expression is required to coordinate the complex cell biological events that eventually lead to its terminal differentiation. Determining how this progression is regulated is an important step towards understanding how cells acquire specialised morphologies and functions. In the developing nervous system, cell fate commitment is initiated by the activity of proneural basic-helix-loop-helix (bHLH) transcription factors [1]. In vertebrates, *atonal* (*ato*)-related proneural genes are required for neurogenesis in the spinal cord and cortex (*neurogenin*), cerebellum (*atoh1*), and retina (*atoh7*) [1]. *atoh1* is also required for the formation of mechanosensory cells in the inner ear and in skin [2],[3]. In *Drosophila*, *ato* itself specifies the precursors of several specialised sensory neuron types, including photoreceptors and mechanosensory chordotonal (Ch) neurons, which mediate hearing and proprioceptive feedback during locomotion [4]. Whilst proneural genes are intensively studied, little is known of how their function leads to specific programs of neuronal differentiation.

*ato* expression in the ectoderm leads to sense organ precursor (SOP) specification in a process that is refined by Notch signalling. After commitment, SOPs divide several times asymmetrically before the 4–5 progeny cells interact and terminally differentiate to form the neuron and support cells of the mature Ch sense organ (Figure 1A–C). The function of *ato* and other proneural factors in SOP fate determination is relatively well studied. Indeed, known proneural target genes are almost all concerned with SOP specification or fate maintenance [5]–[9]. It is not clear, however, how its function as ‘master regulator’ leads to subsequent neural development. Since *ato* is expressed only transiently during SOP formation, a likely hypothesis is that it initiates a gene regulatory cascade, which eventually regulates differentiation genes. The nature of this cascade and its regulation have not been elucidated.

**Figure 1:**
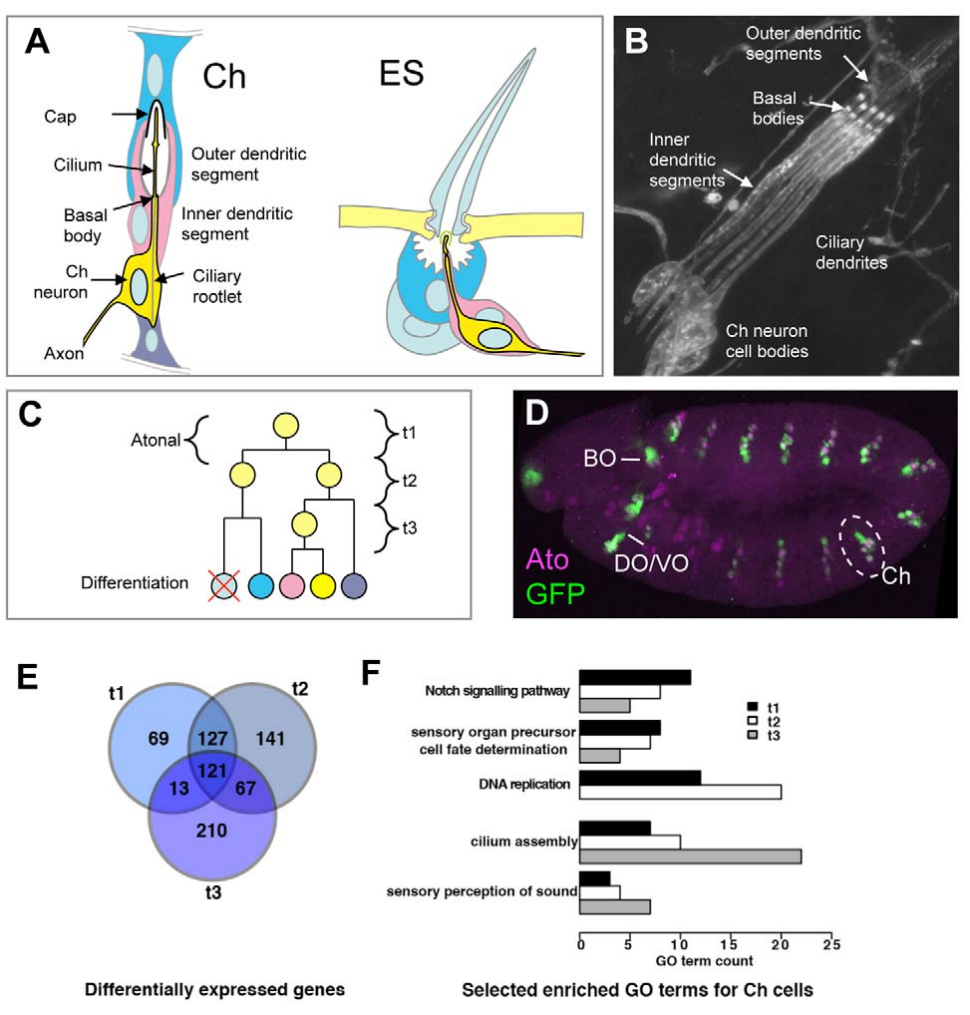
Gene expression profiling of Ch cells. (A) Schematic of structural features of Ch and ES organs. (B) Group of five Ch neurons in the larval lateral body wall, labelled with anti-HRP, which detects the cell body and inner dendritic segment. The approximate location of the basal body is indicated. (C) Schematic of cell lineage leading from an SOP to a Ch organ (same colour scheme as in A). Ato is expressed at the SOP stage. The time points sampled for analysis are indicated approximately (t1, t2, t3). (D) Stage 11 embryo expressing *ato*GFP. GFP (green) and *ato* protein (magenta) are co-expressed in Ch precursors in the trunk. GFP fluorescence is also detected in several *ato*-dependent head sense organs, including Bolwig's Organ (BO), Dorsal Organ (DO), and Ventral Organ (VO). (E) Venn diagram of genes enriched in *ato*GFP cells at three developmental time points, representing the first 3 h of Ch cell development. Genes shown are enriched in *ato*GFP+ versus *ato*GFP− cells (≥1.5-fold, 1% FDR). (F) Developmental profiling of gene expression in *ato*GFP. Bars represent the number of genes associated with selected GO terms. GO terms associated with early development (‘Notch signalling pathway’, ‘sensory organ precursor cell fate determination’) decrease from t1 to t3. Conversely, the differentiation terms ‘cilium assembly’ and ‘sensory perception of sound’ increase progressively. Terms shown are all significantly enriched (Tables S4, S5, S6, S8).

In contrast to the dearth of knowledge of the regulatory cascade, more is known of Ch neuron terminal differentiation itself. Notably, Ch neurons develop a highly structured dendrite based on a modified cilium [10]–[12]. Ciliogenesis is a conserved, highly ordered process involving the coordinated action of hundreds of proteins [13]. In vertebrates, ciliated cells are widespread, both in the PNS (e.g. photoreceptors, olfactory neurons) and other adult tissues (e.g. kidney, lung), and developing cells have a primary cilium that is required for signal transduction for a number of paracrine pathways [13]. In contrast, the only ciliated cells in *Drosophila* are sensory neurons and sperm. As a consequence, genetic analysis of defective sensory neuron differentiation in *Drosophila* has enabled the discovery and characterisation of a number of ciliogenesis genes [14]–[16]. These include genes required for the specialised transport process known as Intraflagellar Transport (IFT) [16] and homologues of genes disrupted in the human ciliopathy, Bardet-Biedl syndrome (BBS). Ciliogenesis is one of the key differentiation events that must be initiated by *Drosophila* proneural factors.

An important question in the regulation of cellular diversity is how core cell biological pathways are modified to give distinct cell types. Cilia perform a wide variety of specialised functions, but it is poorly known how the core ciliogenesis program is modulated in different cell types. The ciliary dendrite of Ch neurons is anatomically and physiologically distinct from those of other *Drosophila* sensory neurons (notably the External Sensory (ES) neurons) (Figure 1A) [17],[18]. Ultimately, these subtype-specific differences in the ciliary dendrite must be regulated by the proneural factors, which have well-known neuronal subtype determining properties in both invertebrates and vertebrates [1]. Whilst *ato* directs the formation of Ch precursors, another proneural gene, *scute* (*sc*), performs this function for ES precursors. *sc*'s function is likely to be mediated partly by the homeodomain factor, Cut, [19] but little is known of Cut's molecular function. Apart from the involvement of *cut*, it is at present entirely unknown how subtype specification by transiently expressed proneural factors is translated into differences in neuronal phenotype, including the modulation of ciliogenesis.

In order to bridge the gap between proneural factor function and the activation of genes required for neural terminal differentiation, we used expression profiling to characterise the progression of gene expression during Ch neuron development. A time course in the onset of differentiation gene expression can be discerned. We then show that *ato* regulates some of these events through a number of intermediate transcriptional regulators. The gene for Regulatory factor X (*Rfx*), a well-known and highly conserved regulator of aspects of ciliogenesis, is regulated differently by proneural genes in Ch and ES lineages. We propose that this links proneural subtype specification to differences in ciliogenesis. We also identify a novel forkhead-related factor that is required to regulate genes for specialised aspects of Ch neuron function. In addition, we find that some putative differentiation genes are expressed surprisingly early in neural development and that *ato* may directly regulate at least one such gene.

## Results

### High-Resolution Expression Profiling of Embryonic Ch Cells

For expression profiling during Ch development, *ato*-expressing cells were isolated from timed collections of embryos. *ato*-expressing cells were marked by GFP expression from an *ato*GFP reporter gene construct (*ato*GFP cells). This reporter gene is expressed predominantly in Ch precursors and their progeny but also in other *ato*-expressing cells including the developing larval eye (Figure 1D). Embryos from timed collections were dissociated and *ato*GFP cells isolated by FACS (Figure S1). Such cells were isolated from embryos at three time points corresponding to the first 3 h of neural development (t1–t3) (Text S1). t1 coincides maximally with *ato* expression (and therefore should include direct target genes), whereas later time points reflect subsequent post-*ato* development as the precursors divide leading up to differentiation (Figure 1C).

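The sorting marker followed its own gene. *ato*, the proneural gene whose enhancer drives the GFP, stood at a log2 expression of 12.32 ± 0.10 (SD, n = 4) in GFP+ cells and 8.68 ± 0.12 (n = 4) in GFP− cells at t1. It stood at 12.49 ± 0.14 and 8.69 ± 0.17 at t2 (n = 4 and 4), and at 8.10 ± 0.35 and 6.41 ± 0.49 at t3 (n = 4 and 3). *ato* was thus 12.4-fold higher in GFP+ cells at t1, 14.0-fold at t2 and 3.22-fold at t3, and its level in the GFP+ cells themselves was lowest at t3. These values come from the authors' deposited quantile-normalised log2 intensities for wild-type embryos at 3 ages, with 4 arrays in each group except the t3 GFP− group, which has 3. One limma model with a mean for each of 8 groups was fitted to all 31 arrays, and a gene was called at a change of at least 1.5-fold with an adjusted p of at most 0.01. Errors beside a log2 difference are standard errors of that model. Gene groups are fixed lists, tested with camera, a test of whether a list shifts against all other genes. The lists were written with the paper's tables already read, so they are not independent evidence of direction.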

Expression profiling revealed the number of differentially expressed genes in *ato*GFP+ versus *ato*GFP− cells (referred to as ‘*ato*-correlated genes’) to be 330, 456, and 411 at t1, t2, and t3, respectively (≥1.5-fold enriched, ≤1% false discovery rate (FDR)). 

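In GFP+ cells 300 genes were higher at t1, 402 at t2 and 371 at t3. Larger sets were lower: 586 at t1, 689 at t2 and 533 at t3. That balance turns with ribosomal centring at t2 (744 higher, 445 lower) and t3 (464 and 359), and in a test against a 1.5-fold change at t3 (88 and 17). Without t3 GFP− replicate 2 the t3 counts are 321 higher and 344 lower. The most depleted genes at t1 include regulators of mesoderm and blood. *twi*, which specifies mesoderm, was 10.1-fold lower (log2 −3.34, SE 0.18), *meso18E* 12.3-fold, *lmd*, needed for myoblast fusion, 9.25-fold, and *srp*, a GATA factor of blood and fat body, 8.31-fold (log2 −3.06, SE 0.21). Of 6 muscle genes 5 were lower and none higher at t1 (median log2 −1.80, camera adjusted p = 2.0e-11). Of 9 haemocyte genes 5 were lower (median −0.74, adjusted p = 0.00051), and of 4 endoderm genes 3 (median −2.35, adjusted p = 0.00028). The endoderm exception was *grn*, which was 2.15-fold higher at t1. The largest depletions at t3 were smaller and lay in germ-line and blood genes: *zpg*, a germ-cell gap junction gene, was 3.55-fold lower, *PPO2*, a crystal-cell enzyme, 3.18-fold, and *nos* 3.16-fold. Regrouping the arrays of t1 or of t2 in every other way left 1 or 0 called genes against 885 and 1090. At t3 a different grouping, with GFP+ replicate 3 placed among the GFP− arrays, gave 1098 against the real 904. That grouping keeps the labels of the other t3 arrays, so the test turns on this array and does not exclude chance. A limma fit of the t3 arrays alone called 0 genes either way, with 408 higher and 577 lower at an unadjusted p under 0.05. With GFP+ replicate 3 also left out, a setting chosen after the values were seen, it called 387 higher and 492 lower, so the absence of calls turns on that array.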

Set analysis of genes enriched in *ato*GFP cells (*ato*-correlated genes) shows a clear time course of expression changes, with 69, 141, and 210 genes unique to t1, t2, and t3, respectively (Figure 1E; Tables S1, S2, S3). This suggests an increase in the complexity of gene expression as development proceeds to differentiation. 

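Calls made at a single time numbered 61 genes at t1, 126 at t2 and 196 at t3, and 112 genes were called at all 3. The t1 and t2 lists shared a further 114 genes, whereas t1 and t3 shared 13 and t2 and t3 shared 50. The direct comparison of enrichment, the GFP+ to GFP− ratio, found 337 genes whose ratio had grown from t1 to t3 and 245 whose ratio had shrunk. A ratio also grows where a depletion shrinks, as that of *twi* did (log2 −3.34 at t1 and −1.11 at t3), so the 337 are not all gains of enrichment. *CG6980* gained most (log2 difference 3.64, SE 0.45), followed by *CG34297* (3.40) and *tipE*, a sodium-channel subunit (3.37, SE 0.43). The neuronal cadherin *CadN* gained 2.87 (SE 0.14). By the brightest probe set of each gene, *erm*, a zinc-finger gene of neural progenitors, lost most (−3.99), then *ImpL3*, named only in the paper's tables (−3.28), and *svp* (−3.07), a nuclear receptor of the larval eye. Without t3 GFP+ replicate 3 the genes called at t3 alone numbered 312, and without t3 GFP− replicate 3 the genes losing enrichment numbered 376 and those gaining 319. The shrinking set was 152 when only the compared groups were fitted and 401 with array weights. No balanced exchange of t1 and t3 arrays gave more than 0 called genes, against 582 for the real labels. Free exchanges gave as many in 5 of 100 (highest 2954), so chance is not excluded for these counts.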

Manual inspection of *ato*-correlated genes ranked by fold change shows a high representation of known neurogenesis genes (Figure 2; Tables S1, S2, S3). For instance, among the top ranked genes at t1 are *spineless*, *twin of eyeless*, *cato*, *couch potato*, *dachshund*, *ato*, *Rfx*, *senseless*, and *BarH1*, all of which are associated with aspects of neural development. 

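The strongest t1 changes were in regulators of neural and sensory identity. *ss*, a bHLH-PAS factor of antennal and bristle fate, led at 23.4-fold (log2 4.55, SE 0.19, adjusted p = 3.4e-17), followed by *erm* at 21.7-fold (log2 4.44, SE 0.13). *meru* (*CG32150*) was 18.4-fold higher, *cato*, a bHLH gene of sensory precursors, 17.9-fold (log2 4.16, SE 0.16), and *dac* 13.0-fold (log2 3.70, SE 0.17). *cpo* was 16.0-fold higher on its brightest probe set, and a further probe set did not pass. *sens*, which sustains proneural activity in precursors, was 10.1-fold higher (log2 3.33, SE 0.17) and *B-H1* 8.84-fold. *toy* was 3.15-fold higher on its brightest probe set and 18.5-fold on another. *sv* was 6.03-fold higher and *spdo*, a Notch pathway membrane protein of dividing precursors, 3.85-fold. Of 14 sensory precursor genes 10 were higher and 1, *amos*, was lower by 1.61-fold (median 1.15, camera adjusted p = 1.9e-19), and the same counts held when adjusted over the list alone. All 9 genes of head appendage and sense organ patterning, called head appendage genes below, were higher (median 2.42, camera adjusted p = 1.7e-29), with *Dll* at 7.12-fold. So were 6 of 11 larval eye genes (median 0.99, camera adjusted p = 1.6e-12), with *ey* lower (log2 −1.51). The *ato*GFP+ cells at t1 thus carry genes of both lists beside precursor genes. The arrays do not place these in separate cells, and the paper's in situ data put *al* in some early Ch precursors. Tested against a 1.5-fold change, *amos* was no longer called.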

Gene ontology (GO) analysis shows strong enrichment of GO annotation terms related to PNS development across all three time points (Tables S4, S5, S6, S7; Text S2). 

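Early regulators lost enrichment between t1 and t3. The enrichment of *cato* shrank by a log2 of −2.95 from t1 to t3, that of *ss* by −2.91, *cpo* −2.59, *dac* −2.51, *B-H1* −2.13, *sens* −1.94 and *spdo* −1.12. Among 14 sensory precursor genes 6 lost enrichment and none gained (median −0.60, camera adjusted p = 1.5e-10). The 9 head appendage genes moved likewise, with 8 lower, or all 9 when adjusted over the list alone (median −1.27, adjusted p = 5.1e-16). Larval eye genes split, 3 gaining and 6 losing out of 11 (median −0.96, adjusted p = 1.5e-14). External sense organ and related proneural genes moved the other way, 3 of 6 gaining (median 0.76, adjusted p = 0.00024): *sc* by 1.47 (SE 0.22), *ac* by 1.24 (SE 0.23) and *l(1)sc* by 0.98. At t3 itself *sc* was 2.25-fold and *ac* 1.73-fold higher in GFP+ cells, against no call for either at t1. Tested against a 1.5-fold change, neither *ac* nor *sc* passed, and the shift of the list at t3 (adjusted p = 0.049) is lost without t3 GFP+ replicate 3 (adjusted p = 0.059) and with an estimated correlation (adjusted p = 0.14).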

There is a clear progression over time in the representation of genes (Figure 2) and relevant GO terms (Figure 1F; Text S2).

**Figure 2:**
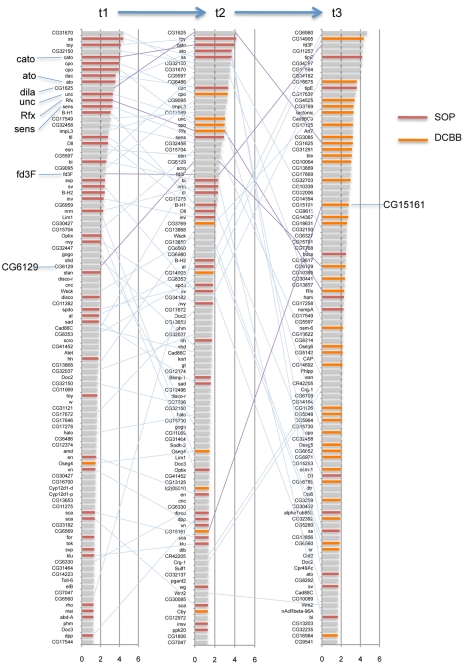
The progression of gene expression in Ch neurons. The top-ranked 100 genes are shown for each time point with bars representing log_2_(fold change). Some of the genes mentioned in this study are highlighted. Genes with previous evidence of function or expression in PNS development are indicated with red bars; those present in the *Drosophila* Cilia and Basal Body database (and therefore linked to cilium development or function) are in orange.

### Genes Implicated in Ciliogenesis Are Strongly Represented in Developing *ato*GFP Cells

Over-representation of GO terms identified the enrichment in developing Ch cells of genes associated with ciliogenesis (Text S3; Figure 1F). 

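Almost every measured intraflagellar transport (IFT) gene was higher in GFP+ cells at t3. All 5 IFT-A genes passed (median log2 1.33, camera adjusted p = 2.1e-11) and all 9 IFT-B genes (median 1.69, adjusted p = 4.3e-18), among them *osm-6* at 4.00-fold, *Oseg5* at 3.23-fold and *Oseg2* at 3.19-fold. All 7 basal body and transition zone genes were higher (median 2.07, adjusted p = 6.4e-15), with *CG13889* (*Cep290*), a transition zone protein, at 6.71-fold and *Cby* at 2.24-fold. Motor genes of the cilium passed in 2 of 4 cases (median 1.55, adjusted p = 5.2e-06), and BBSome genes in 4 of 6 (median 1.16, adjusted p = 5.2e-07). Of 14 axonemal and axonemal-assembly genes 10 were higher (median 0.91, adjusted p = 8.5e-20). These shifts also passed with an estimated correlation, the weakest at an adjusted p of 0.016. The lists were written after the paper's tables had been read.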

Analysis of over-represented protein domains also highlights domains associated with some classes of ciliogenesis gene (Text S4; Figure S2; Table S8). 

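Axonemal genes and a channel subunit were among the most enriched at t3. *CG6980* was 19.6-fold higher in GFP+ cells (log2 4.29, SE 0.33, adjusted p = 5.0e-10), *CG14905* (*Ccdc114*), a dynein docking-complex gene, 14.7-fold (log2 3.88, SE 0.36), and *CG11253* (*Zmynd10*), a dynein assembly factor, 13.5-fold (log2 3.75, SE 0.29). *CG17564* reached 14.6-fold and *tipE* 13.1-fold (log2 3.71, SE 0.32). *TbCMF46*, named for a component of motile flagella, was 8.20-fold higher, *CG3085* 7.52-fold and *CG10064* 6.41-fold. Of the ciliogenesis genes in Table S9, 93 were measured and 83 were called at t3. Genes of that table that fell short at t3 included *Klp68D*, a kinesin-2 subunit, *Dhc16F*, *Cp110* and *yrt*. Its genes were chosen from these arrays, so the count is not independent evidence. In GFP+ replicate 3 most of these genes stood nearer the GFP− arrays, and without it *CG14905* reached 21.0-fold, *tipE* 19.6-fold and *CG6980* 27.2-fold, and 89 genes of Table S9 were called.

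**Figure D1:**
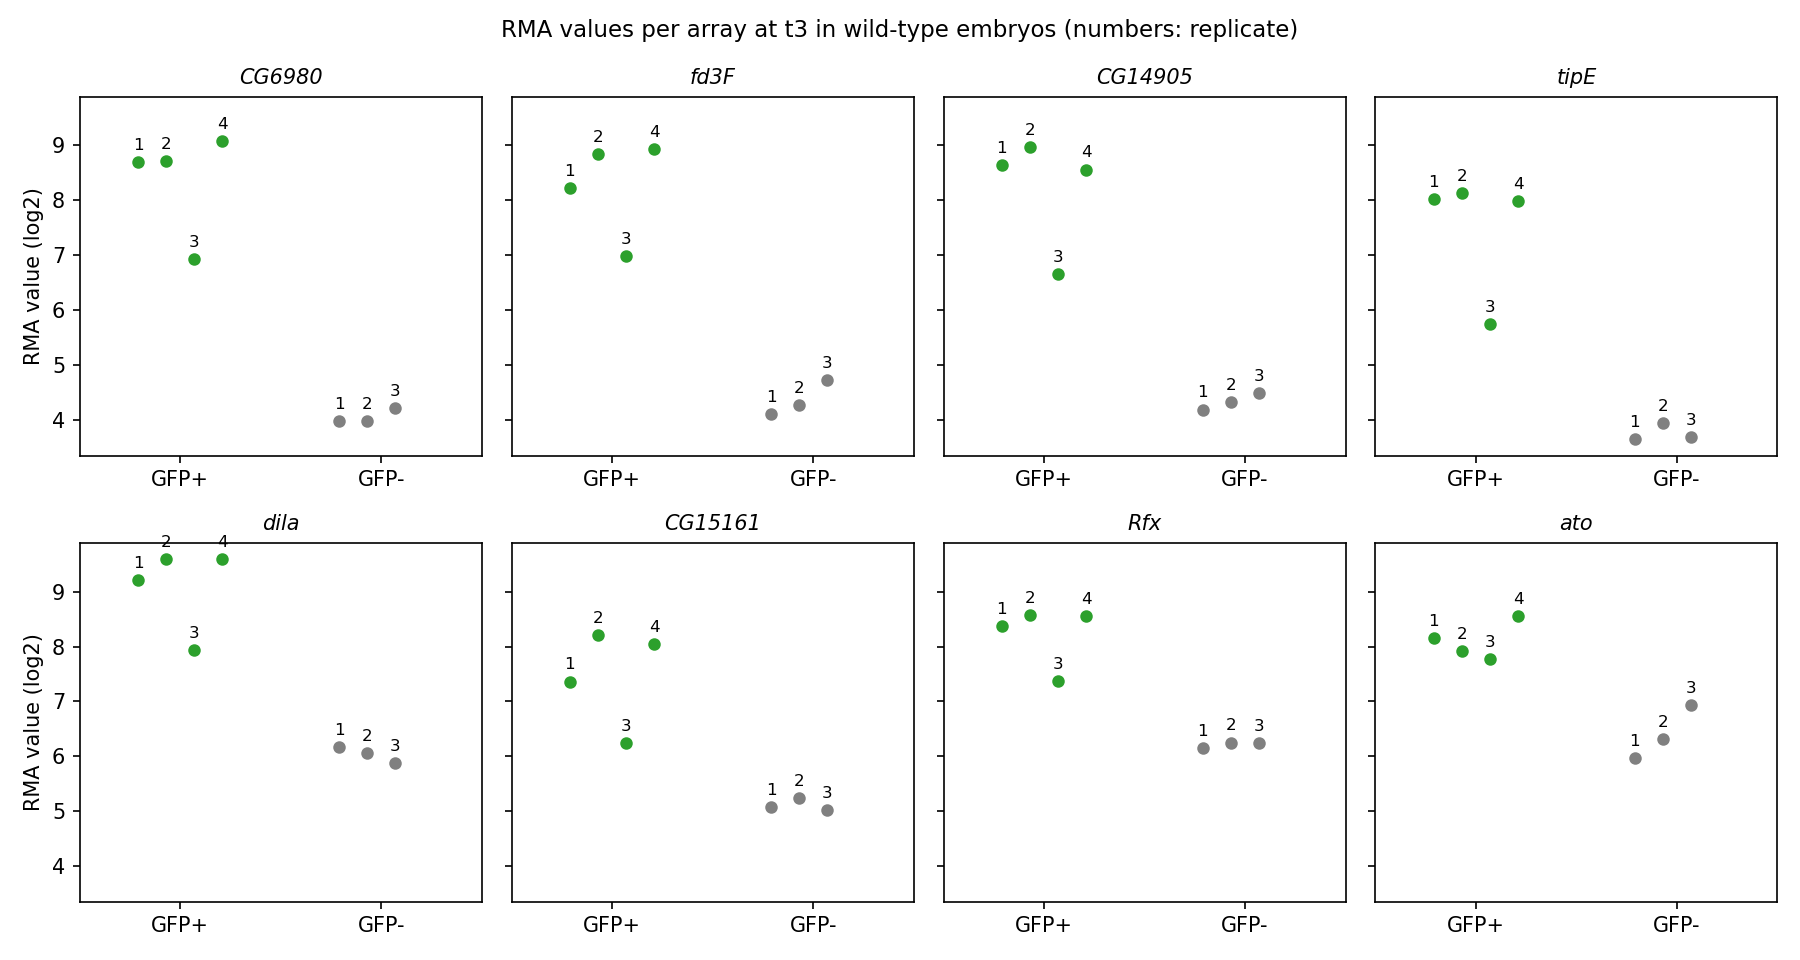
log2 expression in each t3 array of *CG6980*, *fd3F*, *CG14905*, *tipE*, *dila*, *CG15161*, *Rfx* and *ato*. Points are arrays numbered by replicate, n = 4 GFP+ and n = 3 GFP−. GFP+ replicate 3 lies below the other GFP+ arrays for *Rfx* at 7.36, against 8.38 to 8.57 in the others.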

To characterise the Ch expression of ciliogenesis genes further, we compared the t3 expression data with collections of genes previously linked to ciliogenesis (Tables 1, S9). The *Drosophila* Cilia and Basal Body database (DCBB) has been compiled from a number of genetic and proteomic sources to contain genes, or orthologues of genes, implicated in cilia or basal body structure or function [20]. *ato*-correlated genes at t3 represent 3.0% of the genome but include 10.1% of DCBB genes—a highly significant over-representation (*p* = 3.3×10^−19^) (Table 1). Another study identified potential ciliogenesis genes from comparative genomic analysis of ciliated and non-ciliated organisms [16]. Strikingly, Ch cells at t3 are 8-fold more enriched than expected by chance for genes implicated in this study (*p* = 8.7×10^−23^) (Table 1). Moreover, the subgroup of these genes most associated with compartmentalised ciliogenesis are 27-fold enriched at t3 compared with expected (*p* = 3.5×10^−22^) (23/28 genes) (Table 1). For many of these genes, our expression data provide the first confirmatory evidence of a potential role in ciliogenesis. Our data also provide new candidate ciliogenesis genes.

**Table 1:** Summary of differentially expressed genes in *ato*GFP cells particularly in relation to ciliogenesis^1^ (see also Table S9).

Gene Group	Total	t1	t2	t3
All genes (on microarray)	14,075	341 (2.4%)	487 (3.5%)	429 (3.0%)
Genes associated with ciliogenesis^2^	174	15* (8.6%)	18* (10.3%)	42* (24.1%)
Compartmental subset	28	6* (21.4%)	8* (28.6%)	23* (82.1%)
*Drosophila* cilium and basal body database (DCBB) [20]	750	32* (4.3%)	44* (5.9%)	76* (10.1%)
Genes with conserved X box motif^3^				
Stringent match	83	7* (8.4%)	12* (14.5%)	18* (21.7%)
Looser match	384	21* (5.5%)	26* (6.8%)	40* (10.4%)
Proneural cluster genes^4^	197	25* (12.7%)	33* (16.8%)	21* (10.7%)

1 This analysis uses 1.5-fold enriched, 1% FDR, trusted genes only. Percentages refer to the proportion of genes in that group that are differentially expressed at each time point. Figures with asterisk are significantly over-represented as determined by Fisher exact test (*p*<0.05).

2 Genes associated with ciliogenesis are derived from a comparative genomic analysis of ciliated and non-ciliated organisms [16]. The compartmental subset contains those associated with compartmentalised ciliogenesis that have few ESTs (i.e., are rare transcripts) and have a nearby X box motif (see also Table S9).

3 Data for genes with conserved X boxes were taken from [20].

4 Proneural cluster genes: previous expression profiling of genes expressed in ES proneural cluster cells in wing imaginal discs (see Text S5 for details) [55].

Since the *ato*GFP cells will divide to produce both the Ch neurons and their support cells, *ato*-correlated genes may include support cell genes in addition to neuronal genes. 

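Genes of the cap, scolopale and attachment cells were higher in GFP+ cells at t3. The attachment-cell tubulin *alphaTub85E* was 3.00-fold higher in GFP+ cells (log2 1.59, SE 0.39, adjusted p = 0.0039), although its GFP+ and GFP− arrays overlap, and *sr*, a tendon and attachment-cell factor, was 2.81-fold higher (log2 1.49). *Sox15* was 2.05-fold higher (log2 1.04, SE 0.18, adjusted p = 0.00011) on its brightest probe set and 1.08-fold, without a call, on another. *nompA*, which encodes the dendritic cap protein, was unchanged on its brightest probe set (0.998-fold, SE 0.08) and 3.40-fold higher on another. *sv* was 2.88-fold higher. Of 6 support-cell genes 5 were higher at t3 (median 1.26, camera adjusted p = 4.9e-06). Between t1 and t3 none passed singly and 4 gained and 1 lost when adjusted over the list alone (median 0.75, adjusted p = 0.034, and adjusted p = 0.24 with an estimated correlation), while 3 of 6 gained without t3 GFP+ replicate 3 (median 0.91, adjusted p = 0.0011). *alphaTub85E* at t3 is not called without GFP+ replicate 1, GFP+ replicate 2 or GFP− replicate 3, or with trend and robust estimates (adjusted p = 0.012), and neither it nor *Sox15* passes a test against a 1.5-fold change.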

Few such genes are currently known, but several of these are enriched at t3 (but not earlier), including *nompA* (scolopale cell) [21], *α-tubulin 85E* (ligament and cap cells) [22], and *Sox15* (cap cell) [23].

### Temporal Sequence of Differentiation Gene Expression

It is striking that our analyses indicate enrichment for genes required for ciliary differentiation, because terminal Ch differentiation has not yet occurred by the embryonic stage represented at t3 (approximately Stage 12). This suggests that some aspects of differentiation require the activation of specific differentiation genes prior to overt differentiation. 

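At t1 part of the ciliary gene set was already higher in GFP+ cells. IFT-A genes led, with 3 of 5 higher (median log2 0.79, camera adjusted p = 0.00053, but adjusted p = 0.14 with an estimated correlation). Basal body and transition zone genes followed with 3 of 7 (median 0.31, adjusted p = 0.00089, and adjusted p = 0.18 with an estimated correlation), *Cby* among them at 1.63-fold. The axonemal list had 1 of 14 higher, *Dhc93AB*, an outer-arm dynein heavy chain, at 2.35-fold (adjusted p = 0.027 for the list, lost with cyclic loess scaling and adjusted p = 0.42 with an estimated correlation). Of the anterograde IFT-B complex limma called 0 of 9 genes at t1, and 1, *CG15161*, when adjusted over the list alone (list median 0.24, adjusted p = 0.21), while *CG15161* just missed the limit over all genes (1.92-fold, adjusted p = 0.0101). The BBSome genes stood likewise at 0 of 6 (adjusted p = 0.51), and motor genes at 1 of 4, *Klp68D* at 1.68-fold (adjusted p = 0.062). Among the measured genes of Table S9, 25 were called at t1 and 33 at t2.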

Unexpectedly, a proportion of ciliary genes are already expressed even at t1 (8.6% of all ciliogenesis genes (14/175), 21.4% of compartmentalised ciliogenesis genes (6/28); Table 1). At t1 the Ch precursor cells have just been specified by *ato* and have still to undergo two rounds of division before neuronal differentiation occurs. In situ hybridisation confirmed that mRNAs for several ciliogenesis genes are expressed in Ch precursors or in their first division products. This includes genes required for a wide range of cilia components, such as the ciliary rootlet (*CG6129* – homologue of Rootletin), the IFT-B complex (*CG15161* – homologue of IFT46), and the IFT-A complex (*Oseg1* – homologue of IFT122; *Oseg4* – homologue of WDR35) (Figure 3A–D). 

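*CG6129* (*Root*), the rootletin gene of the ciliary rootlet, was 4.08-fold higher at t1 (log2 2.03, SE 0.24, adjusted p = 1.2e-07), 5.89-fold at t2 and 4.21-fold at t3. Its level in GFP+ cells climbed from 6.92 ± 0.28 (SD, n = 4) to 9.42 ± 0.80 (n = 4) while GFP− cells climbed from 4.89 to 7.34, with no change of its enrichment called (log2 difference 0.04). *Oseg4*, an IFT-A gene, was 2.76-fold higher at t1 (log2 1.46, SE 0.14, adjusted p = 1.2e-09), 2.86-fold at t2 and 2.63-fold at t3. *Oseg1*, another IFT-A gene, was 1.86-fold higher at t1 (log2 0.89, SE 0.14, adjusted p = 1.1e-05), 2.05-fold at t2 and 2.52-fold at t3. *CG15161* (*IFT46*), an IFT-B gene, was not called at t1 (1.92-fold, log2 0.94, SE 0.26, adjusted p = 0.0101) and was 2.54-fold higher at t2 (adjusted p = 0.00019). That t1 miss lies at the edge, because *CG15161* is called with array weights (adjusted p = 0.00089) and in a fit of the compared groups alone (adjusted p = 0.00020). Against a 1.5-fold change *Oseg1* is not called at t1 or t2, nor *CG15161* at t2.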

Most striking, for instance, is *unc*, which is thought to be involved in basal body maturation [14]. 

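The enrichment of *unc*, whose product sits at the basal body of sensory cilia, was largest at t1 and smallest at t3. In GFP+ cells its log2 expression was 7.81 ± 0.16 at t1 and 7.73 ± 0.29 at t2 (SD, n = 4 and 4), and in GFP− cells 4.50 ± 0.09 and 4.72 ± 0.06 (n = 4 and 4). The t1 enrichment was 9.94-fold (log2 3.31, SE 0.17, adjusted p = 1.9e-15) and the t2 enrichment 8.06-fold. By t3 *unc* was 2.51-fold higher (log2 1.33, SE 0.19), a drop of −1.99 from t1. A lower level in GFP+ cells or a higher level in GFP− cells could each give that drop, and the ratio does not separate them. Its probe set carries no gene name in the platform table used here, and the name is taken from the paper's tables. Tested against a 1.5-fold change, *unc* at t3 is not called.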

Although reported to be expressed only upon differentiation [14], we find that *unc* RNA is already 9.9-fold enriched at t1 (ranked 11^th^), and early expression is confirmed by in situ hybridisation (Figure 3E). Furthermore, UNC protein is also expressed early and is already localised to the centrosomes in Ch precursor cells (Figure 3F–I). Conversely, many known differentiation genes are not differentially expressed even at t3, supporting the conclusion that general differentiation has not yet occurred. This includes the Ch-specific TRPV-encoding genes, *nanchung* (*nan*) and *inactive* (*iav*), sensory neuron genes like *futsch* (MAP1B), and several groups of ciliogenesis gene. Therefore, a specific progression of gene expression can be discerned that defines a temporal program for organised ciliogenesis and neuronal differentiation.

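Channel and axonal genes of mature Ch neurons stayed near background at every age. *nan*, which encodes a TRPV channel subunit, stood at a log2 of 4.61 ± 0.14 (SD, n = 4) in t3 GFP+ cells, and its 1.27-fold difference from GFP− cells (log2 0.34, SE 0.08) was set against 4.27 ± 0.07 (n = 3) there, short of 1.5-fold. *iav*, its partner subunit, was 1.13-fold higher at t3 (SE 0.09, adjusted p = 0.21), and *futsch*, a microtubule-associated protein of axons, 1.04-fold (SE 0.09, adjusted p = 0.76). Neither moved at t1 (log2 0.16 for *iav* and 0.04 for *futsch*). Of 11 late neuronal genes limma called 0 at t1, t2 and t3, and 1 at t3 without t3 GFP+ replicate 3. As a group they shifted slightly upward at t3 (median 0.13, camera adjusted p = 0.040), a shift lost with cyclic loess scaling, with array weights, without dim probe sets and without t3 GFP+ replicate 1, and kept without t3 GFP+ replicate 3 (adjusted p = 0.028), and no change of their enrichment from t1 to t3 was found (adjusted p = 0.28).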

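Ciliary lists were more enriched at t3 than at t1. IFT-B genes gained in 7 of 9 cases and in all 9 when adjusted over the list alone (median log2 1.42, camera adjusted p = 3.7e-15). BBSome genes gained in 4 of 6 cases (median 1.06, adjusted p = 1.4e-05). The basal body and transition zone group gained in 4 of 7 (median 1.18, adjusted p = 7.2e-06, but adjusted p = 0.070 with an estimated correlation), and axonemal genes in 7 of 14, or 10 gaining and 1 losing when adjusted over the list alone (median 0.70, adjusted p = 1.8e-13). IFT-A genes, of which 3 of 5 were called at t1, gained in 2 of 5, or 3 when adjusted over the list alone (median 1.02, adjusted p = 0.00018, and adjusted p = 0.096 with an estimated correlation), and ciliary motor genes in 2 of 4 (adjusted p = 0.0038, and adjusted p = 0.10 with an estimated correlation). Without t3 GFP+ replicate 3, IFT-A genes gained in 4 of 5 cases (adjusted p = 3.5e-10) and axonemal genes in 11 of 14. *btv*, the retrograde IFT dynein heavy chain, gained 2.40 (SE 0.38), *osm-6* 2.24 and *CG13889* 2.44, whereas no change was called for *Oseg4* (−0.07). Within Table S9, chosen from these arrays, 42 measured genes gained and 7 lost. The paper reads the changes with age as a temporal program of ciliogenesis and neuronal differentiation, with part of the ciliary genes on at t1. On the arrays 3 IFT-A genes and no IFT-B gene were called at t1, and whether the lists differ was not tested.

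**Figure D2:**
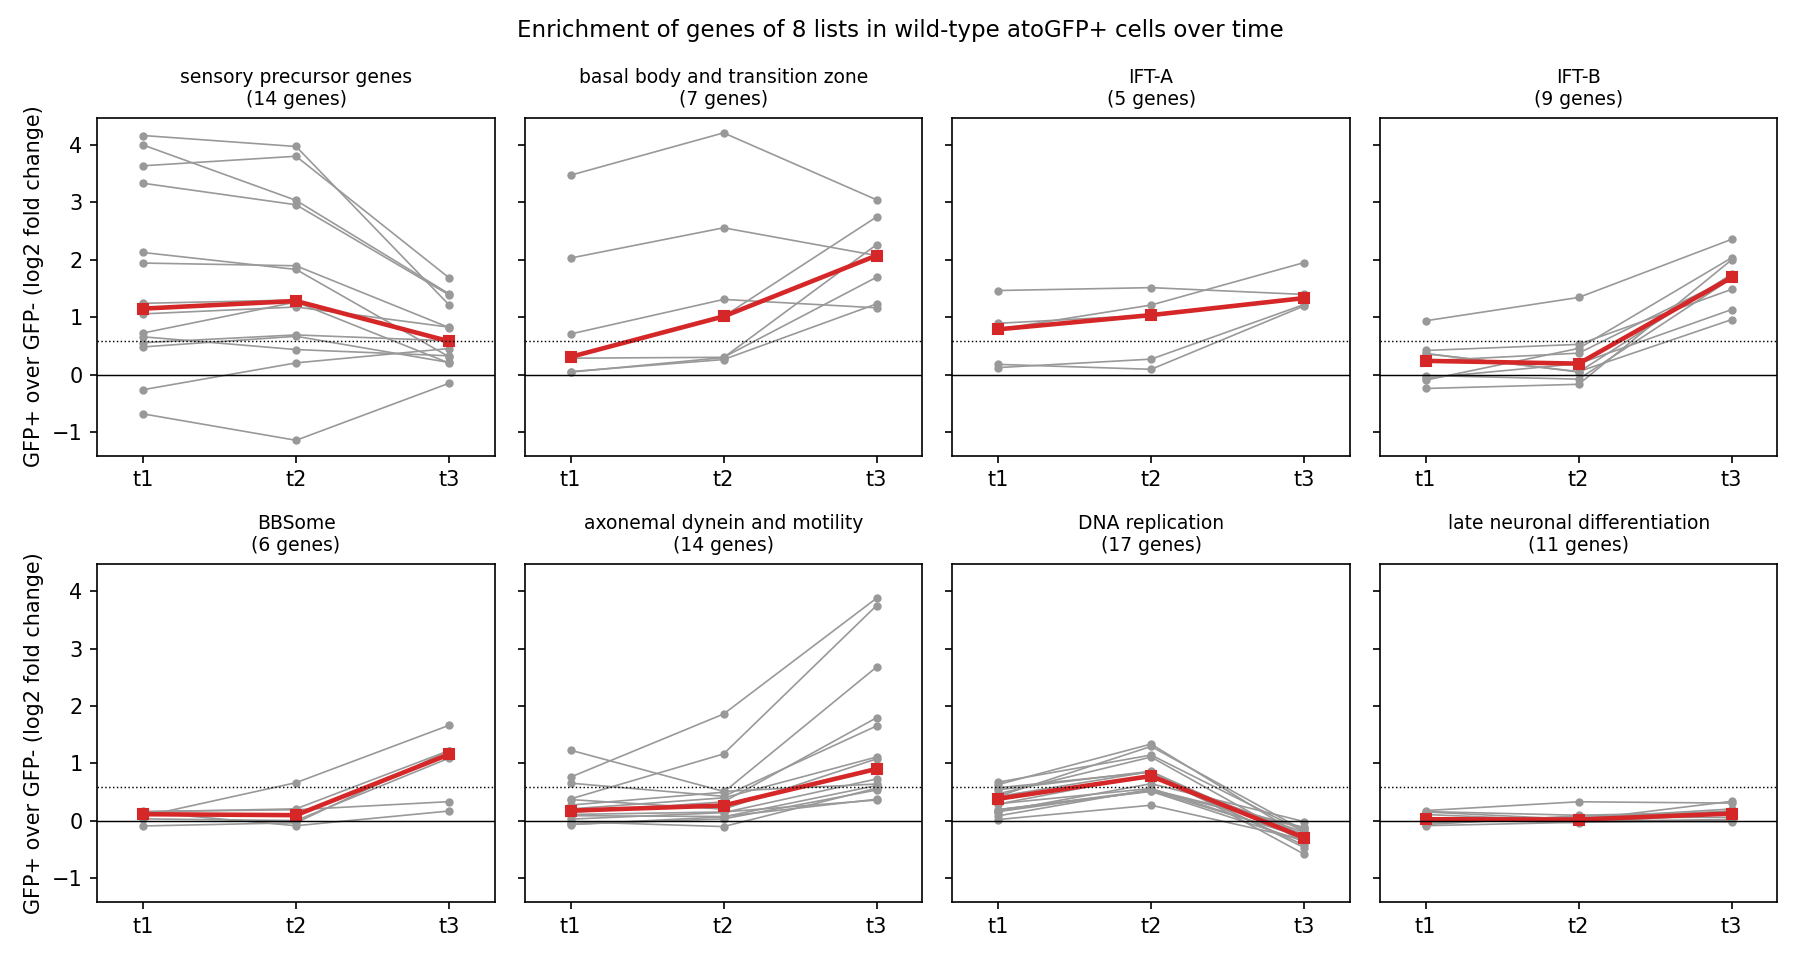
Enrichment in GFP+ over GFP− cells (log2 fold) at t1, t2 and t3 for 8 fixed gene lists. Grey lines are single genes, red squares the list median, and the dotted line marks 1.5-fold. The IFT-B median goes from 0.24 at t1 to 1.69 at t3, while that of the sensory precursor list goes from 1.15 to 0.58.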

**Figure 3:**
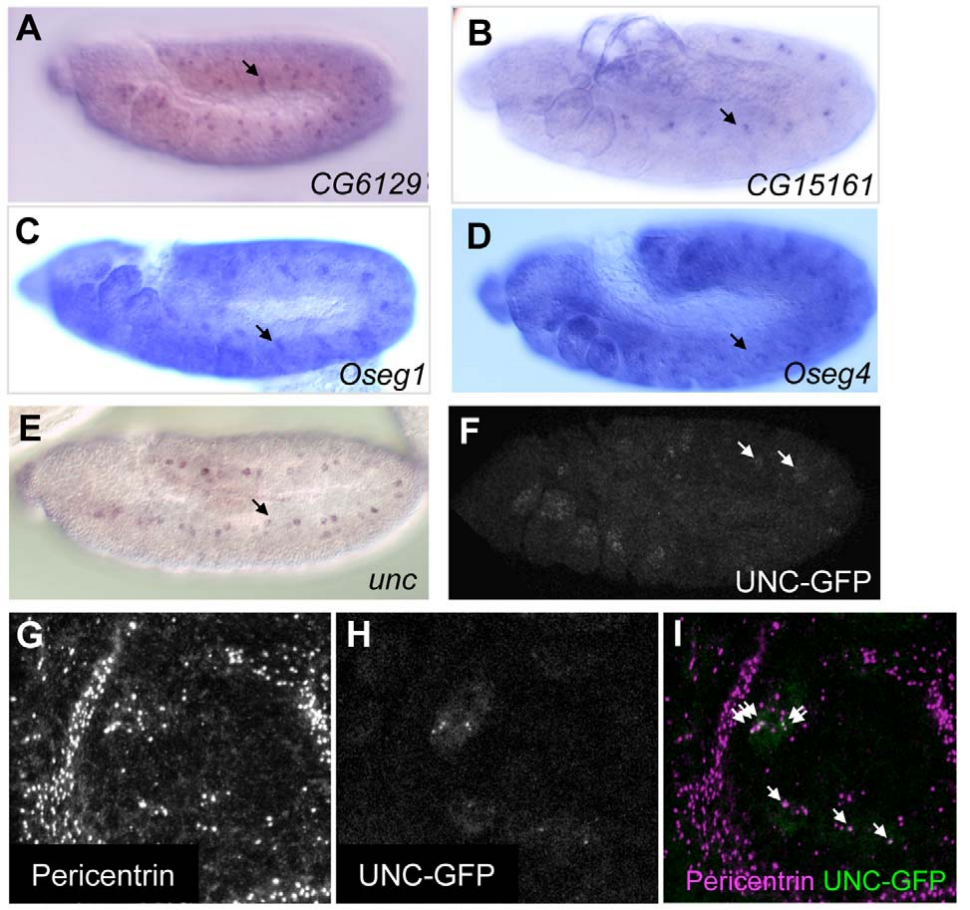
Many differentiation genes are expressed at the neural precursor stage. (A–E) Stage 11 embryos showing early mRNA expression of several ciliogenesis genes. Arrows point to sensory precursor cells or their direct progeny. (A) *CG6129* (rootletin homologue). (B) *CG15161* (IFT46 homologue). (C) *Oseg1* (IFT122 homologue). (D) *Oseg4* (WDR35 homologue). (E) *unc* (basal body protein). (F–I) Expression and localisation of an UNC-GFP fusion protein from a construct in which the *unc* promotor and ORF are fused to GFP [14]. (F) Stage 11 embryo. UNC-GFP is expressed in sensory precursor cells (arrows). (G–I) Magnification of one segment from (F). UNC-GFP colocalises with the centrosome marker, Pericentrin, in a subset of cells—the Ch precursors. At later stages UNC-GFP localises to the basal body of the ciliary dendrite (unpublished data).

### Expression Analysis of Enriched Genes Identifies a Characteristic Ch-Enriched Pattern

A precise program of gene activation implies that transcriptional regulation is important for coordinating the cell biological events underlying ciliogenesis, yet little is known of the gene network underlying this. As a first step in exploring the transcriptional regulation of Ch genes, we characterised expression patterns of a sample of *ato*-correlated genes by in situ hybridisation (Table S10; sample chosen based on fold change and lack of previous detailed annotation relating to PNS expression pattern). At least 90% of genes tested (*n* = 43) showed expression patterns that overlap *ato*-expressing cells, and the vast majority of these showed expression in Ch cells (Figure S3). Moreover, most of these genes showed expression in the neuronal branch of the sensory lineage, rather than in support cells. Given the nature of the profiling (Ch cells compared with the rest of the embryo), we expected expression in *ato*-dependent cells, but not necessarily restricted to such cells within the nervous system. Indeed, various types of pattern were observed, including those we categorise as pan-neural (CNS and PNS), pan-sensory (PNS only), or Ch-specific. This distribution of patterns is broadly consistent with the view that the related Ch and ES lineages have both shared and unique properties. Unexpectedly, however, a significant proportion of genes show an intermediate ‘Ch-enriched’ pattern, characterised by strong and early onset expression in the Ch lineage but weak and later onset in the ES lineage (Figure S3). This includes many differentiation and ciliogenesis genes (including those mentioned above) that might otherwise have been expected to be required equally in all ciliated sensory lineages (pan-sensory). We suggest therefore that the subtype differences between the two main neuronal lineages with ciliary dendrites (Ch and ES) may partly arise from modulation in timing and level of expression of genes required for a common cellular differentiation program.

Since *ato/sc* proneural genes control the acquisition of Ch/ES subtype identity [24], the modulation of differentiation suggested above must ultimately result from differences in proneural gene function. 

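In the mutant line *ato* transcript itself was still present, at a log2 of 11.54 ± 0.33 in GFP+ cells and 7.32 ± 0.09 in GFP− cells (SD, n = 4 and 4), an 18.6-fold enrichment. That probe set therefore does not check the mutation, and the GFP+ cells can be read as cells whose *ato* enhancer is on. The deposited values for mutant embryos are 4 GFP+ and 4 GFP− arrays at t1. A gene counts here as *ato*-dependent when a probe set naming it was called at 2-fold or more in wild-type GFP+ cells and not at 2-fold in mutant GFP+ cells. A gene can thus count through another probe set than its brightest, as *CG41452* does, whose brightest stood at 2.77-fold in the mutant. A direct test of the difference between the wild-type and mutant enrichment was added, in the same limma model.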

In order to link the regulation of differentiation to *ato* function, we carried out profiling of *ato*-expressing cells from *ato* mutant embryos at t1. In such embryos, *ato*GFP-expressing cells largely fail to become specified as Ch precursors and remain as ectodermal cells. Comparison with the wildtype expression profile yields 50 genes that are ≥2-fold differentially expressed in wild-type *ato*GFP+ cells at t1 (compared with the GFP– cells) but not in mutant *ato*GFP+ cells (compared with the GFP− cells from the same embryos) (Table S11). Of these, 11 genes also show a ≥2-fold difference between the fold changes observed in wildtype and mutant embryos, which represent good candidates for downstream targets (Table S12). Three of these encode transcription factors (*Rfx*, *cato*, and *fd3F*). These genes were investigated as candidate intermediate regulatory factors that link proneural function to differentiation.

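Proneural genes of external sense organs were more enriched in the mutant, and some sensory precursor genes less. In mutant GFP+ cells *cato* was 1.73-fold higher (log2 0.79, SE 0.16), while *ss* at 8.55-fold, *dac* at 9.35-fold, *sens* at 6.67-fold and *B-H1* at 5.47-fold were all still called. Of these *sens*, *dac* and *B-H1* had no difference between the lines called (adjusted p = 0.13 for *sens*), whereas *ss* had (log2 1.45, SE 0.28). *ac* and *sc*, proneural genes of external sense organs, were 2.64-fold and 2.48-fold higher in mutant GFP+ cells, and the wild-type enrichment was smaller than the mutant one by a log2 of −1.85 (SE 0.22, adjusted p = 1.7e-07) and −1.61 (SE 0.21, adjusted p = 1.2e-06). *amos*, the olfactory proneural gene, differed by −1.21 (SE 0.21). Most of these differences lies in GFP− cells, where *ac* had a mean of 8.83 in wild type and 7.56 in the mutant, *sc* 8.89 and 7.80 and *amos* 7.09 and 5.59, while in GFP+ cells *ac* had 8.39 and 8.97, *sc* 8.59 and 9.11 and *amos* 6.41 and 6.12. Of 6 such proneural and external sense organ genes 5 had the larger enrichment in the mutant and none the smaller (median −1.21, camera adjusted p = 9.1e-07). In the sensory precursor list 4 of 14 lost enrichment in the mutant and 1 gained (median 0.52, adjusted p = 0.00089, but adjusted p = 0.45 with an estimated correlation). In all, 733 genes were higher and 1006 lower in mutant GFP+ cells, and 231 of the 300 wild-type genes were called in both, against 18.4 for independent lists. With ribosomal centring the balance in the mutant turns, to 1438 higher and 745 lower. The 2-fold rule was met by 43 genes, a count that exchanges of wild-type and mutant arrays matched (11 of 100 as large, highest 79), so chance is not excluded for the count. Meeting the rule does not show a difference between the lines. Among these genes 15 in Table S11, with a wild-type fold under 2 times the mutant fold, did not pass the difference test. An example is *mld* (2.10-fold in wild type and 1.98-fold in the mutant). On the probe set that met the rule, *svp* and *Pex7*, outside that table, and *CG6129*, in it, did not pass either. The direct difference test gave 588 genes with lower enrichment in the mutant and 293 with higher, and no balanced exchange gave more than 0 against 878 (free exchanges 780 at most). With ribosomal centring these were 446 and 493, which turns the balance, and with cyclic loess 733 and 150. The largest differences, *CG5568* at 24.8-fold and *htl* at 14.7-fold, are in genes far lower in mutant GFP+ than GFP− cells, not in genes enriched in wild type. Of the 44 measured genes in Table S11, 41 met the 2-fold rule and 25 passed the difference test, in a table read before the rule was set. Against a 1.5-fold change *amos* does not differ.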

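Among the *ato*-dependent genes *cato* had the largest difference, with an enrichment 10.4-fold larger in wild type (log2 3.38, SE 0.22, adjusted p = 1.2e-12), its GFP+ level going from 10.25 ± 0.11 to 6.77 ± 0.32 (SD, n = 4 and 4). *Rfx*, the ciliary regulator, had a ratio of 5.75 (log2 2.52, SE 0.30, adjusted p = 2.8e-07) and *fd3F* 3.04 (log2 1.61, SE 0.41, adjusted p = 0.0070). *prim* (*CG15704*) had a ratio of 4.51, *CG8353* 3.42, *CG9095* 2.78, *dve* 2.57, *nvy* 2.21 and *spdo* 2.04. *grn* and *phm*, an ecdysone-synthesis P450 gene, both stood at 2.82 (for *grn* mostly through GFP− cells, 8.74 in wild type and 9.73 in the mutant, against 9.84 and 9.34 in GFP+ cells), and *CG42327* at 3.17. Among probe sets named only in the paper's tables, *ImpL3* had a ratio of 5.46, *vn*, an EGFR ligand, 3.48 and *rho*, which releases EGFR ligands, 2.27. Among the genes of the 2-fold rule, 16 had a wild-type fold at least 2 times the mutant fold, and 15 of them passed the difference test. *CG41452* is among the 16 only through another probe set than its brightest. *CG6129* did not (ratio 2.28, log2 1.19, SE 0.34, adjusted p = 0.018). The count of 16 goes to 9 with ribosomal centring, and to 9 if the mutant must not pass the 1% limit. The highest count under balanced exchanges was 14, whereas free exchanges gave as many in 10 of 100 (highest 57). The difference for *fd3F* is lost with ribosomal centring (adjusted p = 0.017), with trend and robust estimates (adjusted p = 0.019) and against a 1.5-fold change. The paper proposes *Rfx* and *fd3F* as candidate intermediate regulators between *ato* and differentiation. The arrays give lower enrichment of both in the mutant and do not separate direct from indirect control.

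**Figure D3:**
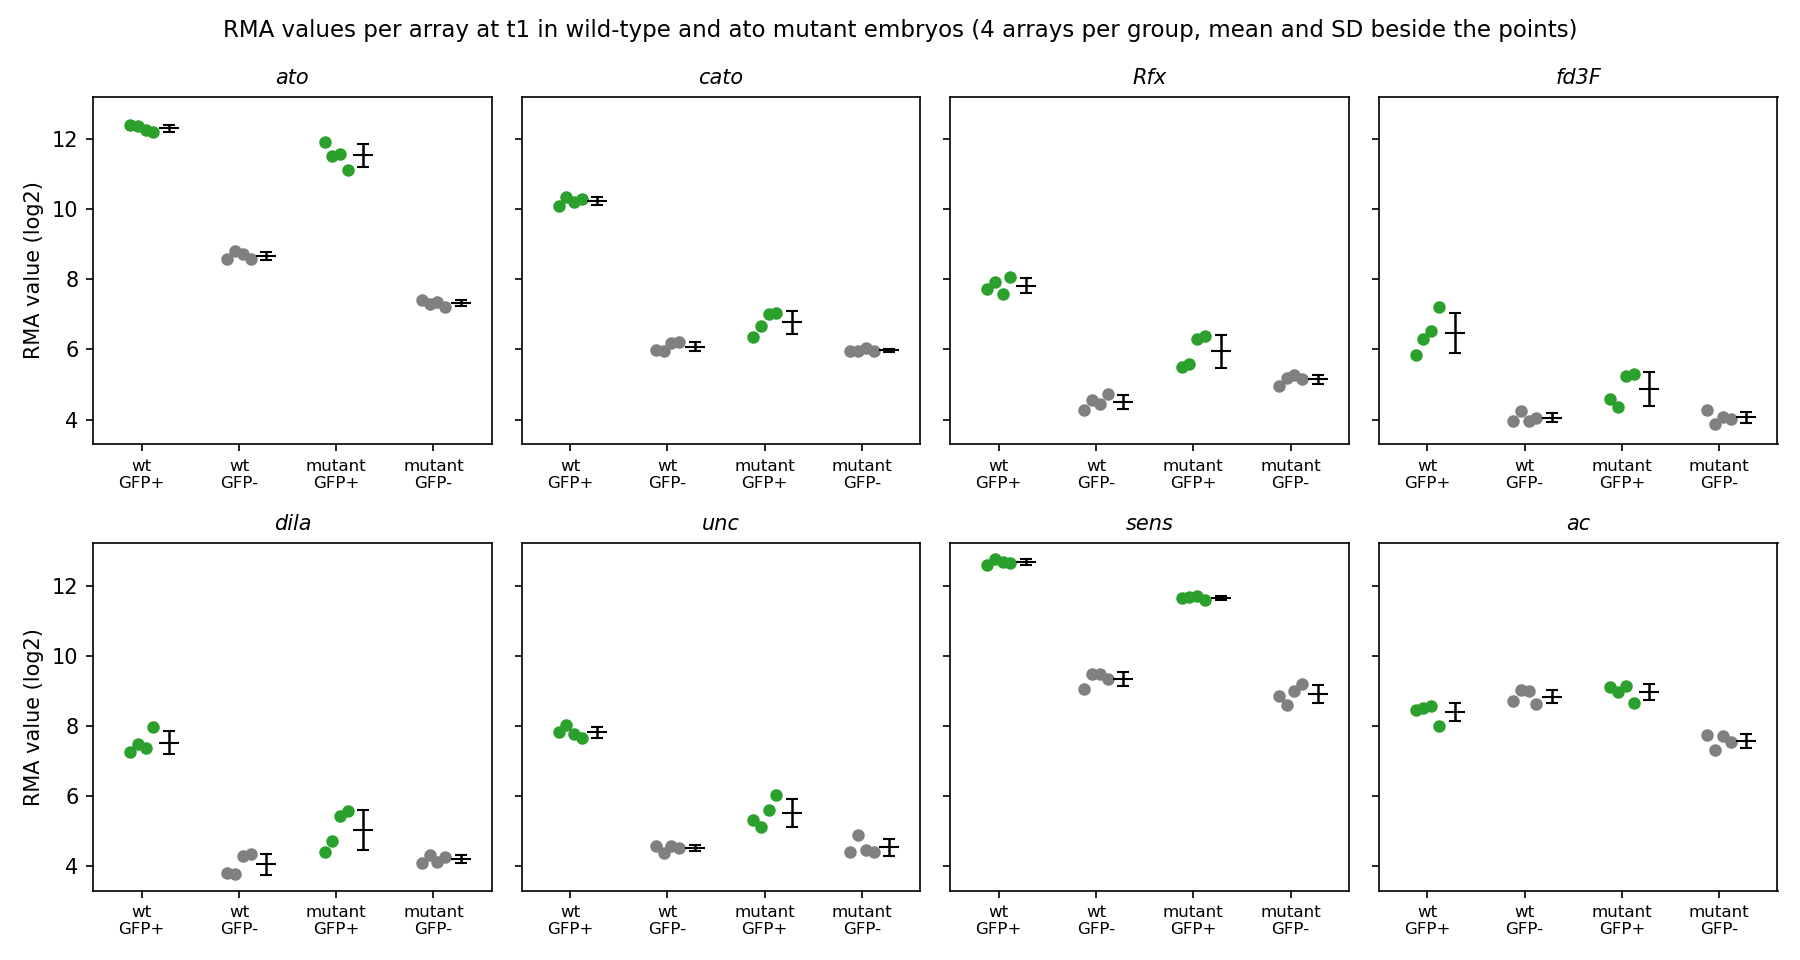
log2 expression at t1 in wild-type and *ato* mutant GFP+ and GFP− cells for *ato*, *cato*, *Rfx*, *fd3F*, *dila*, *unc*, *sens* and *ac*. Points are arrays (n = 4 per group), with mean and SD beside them. *cato* in wild-type GFP+ cells has a mean of 10.25 and in mutant GFP+ cells 6.77.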

### A Regulator of Ciliogenesis, RFX, Is Regulated by *ato* and *sc* in Different Ways

RFX is a well-known, highly conserved regulator of ciliogenesis and is best known as a proven or predicted regulator of many ciliogenesis genes through binding to an X-box motif (notably those genes associated with IFT-B) [20],[25]. 

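*Rfx* was high early and its enrichment shrank with age. It was 10.0-fold higher in GFP+ cells at t1 (log2 3.33, SE 0.21, adjusted p = 2.5e-13), 7.90-fold at t2 (log2 2.98, SE 0.21) and 4.00-fold at t3 (log2 2.00, SE 0.23, adjusted p = 3.3e-07). The GFP+ level did not fall: it was 7.83 ± 0.21 at t1, 7.79 ± 0.42 at t2 and 8.22 ± 0.58 at t3 (SD, n = 4 at each). GFP− cells went from 4.50 ± 0.20 (n = 4) to 6.22 ± 0.05 (n = 3), and the enrichment fell by 1.33 (SE 0.32, adjusted p = 0.0063), a call lost in most fits that leave an array out. In the mutant *Rfx* was 1.75-fold higher (log2 0.80, SE 0.21, adjusted p = 0.0040), a call lost with cyclic loess scaling and against a 1.5-fold change.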

Although required for neuronal differentiation, the *Rfx* gene is already highly expressed in the earliest *ato*GFP cells (9.76-fold enriched at t1, ranked 12^th^), indicating that it may be responsible for early expression onset of a subset of differentiation genes. Consistent with this, a resampling analysis demonstrates that gene lists for all three time-points are highly significantly enriched for the presence of nearby X box motifs (Figure S4), indicating the likely presence of *Rfx* target genes. In addition, of the set of 83 genes in the genome that have a conserved perfect X box motif nearby [20], 21.7% are expressed at t3—a 7.1-fold greater frequency than expected by chance (*p* = 8.23×10^−10^) (Tables 1, S9). These include ciliogenesis genes for which experimental evidence has been obtained that they are direct *Rfx* targets (such as *CG15161*, *btv*, *tectonic*, *CG6129*, *CG4525*) [20].

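Among the X-box genes of Table S9, those with the RFX binding motif, 61 were measured, with 16 called at t1, 21 at t2 and 51 at t3. The genes of the table were picked for enrichment at t3 on these arrays, so the t3 count follows from that choice. *btv* was 6.05-fold higher at t3 (log2 2.60, SE 0.28, adjusted p = 1.1e-07) with no call at t1 or t2. *CG15161* was 5.12-fold higher (log2 2.36, SE 0.28), with a gain from t1 of 1.42 that was not called (adjusted p = 0.017) except with array weights (adjusted p = 0.00079) or without t3 GFP+ replicate 3 (adjusted p = 2.4e-05). *CG4525* (*Ttc26*), an IFT component, went from no call at t1 through 2.23-fold at t2 (log2 1.16, SE 0.29) to 6.90-fold at t3 (log2 2.79, SE 0.31), a gain of 2.31 (SE 0.42). That t2 call of *CG4525* is lost without t2 GFP+ replicate 3. *CG6129*, another target and already called at t1 in wild type, was 1.79-fold higher in the mutant (adjusted p = 0.0078), and its 2.28-fold lower enrichment there was not called (adjusted p = 0.018). Loss in the mutant could not be read for *btv*, *CG4525* and *CG15161*, which were not called at t1 in wild type. Of the X-box genes 2 had lower and 3 higher enrichment in the mutant.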

Although *Rfx* is required for both Ch and ES neurons, examination of its expression pattern revealed that, like many of its target genes, it shows a Ch-enriched pattern of expression (Figure 4A–C). It is possible, therefore, that variations in *Rfx* expression may underlie different subtype-specific programs in Ch and ES cells. In turn, this suggests that *Rfx* may be regulated differently by ATO and SC proteins in these lineages as part of their neuronal subtype-determining function. Therefore, we examined the regulation of *Rfx* by proneural factors. Embryonic expression analysis confirmed that Ch expression of *Rfx* overlaps with that of *ato* (Figure 4D). In contrast, *Rfx* expression in ES lineages begins later, only after the termination of *sc* expression (Figure 4E). By reporter gene analysis, we found that *Rfx* is regulated through separable Ch and ES enhancers (Figure 4F). The Ch enhancer is activated early in Ch development (*RfxA*: Figure 4G). This enhancer contains an E box motif whose sequence conforms to that previously shown to respond specifically to ATO activation (E_ATO_) [7]. This motif binds ATO in vitro (Figure S5), and when it is mutated, the early phase of expression in Ch cells is abolished (Figure 4H). Conversely, this enhancer is ectopically activated when *ato* is misexpressed in the ectoderm (Figure 4I,J), but this ectopic activation is abolished when the E box motif is mutated (unpublished data). In contrast to direct activation by *ato*, the ES enhancer is active only after *sc* expression is switched off (*RfxB*: Figure 4K,L), suggesting that *sc* only indirectly activates *Rfx* in ES development. However, we note that the ES enhancer does contain two motifs conforming to the known SC binding site (GCAGSTG) and so it is possible that SC directly primes the *Rfx* gene for later expression in ES lineages. Overall, the evidence suggests that *Rfx* is a direct target of *ato* but not of *sc*, supporting the hypothesis that differences in *Rfx* regulation may be one means by which proneural factors regulate neuronal subtype characteristics.

**Figure 4:**
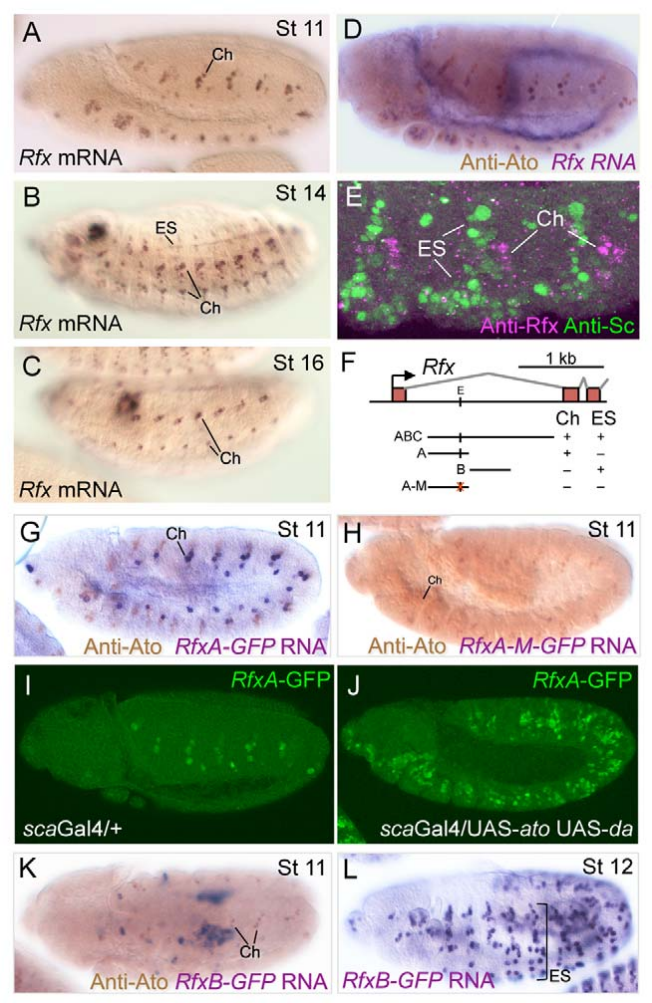
*Rfx* is a Ch-enriched gene that is directly regulated by *ato*. (A–C) *Rfx* is expressed in a ‘Ch-enriched’ pattern despite being required for both Ch and ES ciliary differentiation. (A) Early in neurogenesis, *Rfx* protein is present in Ch precursors but not ES precursors. (B) Later expression is strong in Ch lineages and weak in ES lineages. (C) During differentiation, Rfx protein is largely confined to Ch neurons. (D) Co-expression of *Rfx* mRNA and *ato* protein in Ch precursor cells. (E) Three segments from embryo stained to detect *Rfx* (magenta) and *sc* (green) proteins. There is no expression of *Rfx* in *sc*-expressing ES precursor cells. (F) Schematic of first three exons of *Rfx* gene, showing the location of separate Ch and ES enhancers; the tested E box is indicated (‘E’); lines indicate fragments tested in GFP reporter assay, with a summary of their expression. (G) GFP driven by *RfxA* enhancer is expressed early in Ch lineages. GFP mRNA is coexpressed with *ato* protein. (H) Mutation of an E_ATO_ box in *RfxA* abolishes the early Ch expression of GFP; Ch cells are marked by *ato* expression. (I,J) *RfxA*-GFP is ectopically expressed in response to *ato* misexpression. (I) Expression of *RfxA*-GFP in *sca*Gal4 driver background (wild type). (J) Ectopic expression of *RfxA*-GFP in embryo in which *ato* protein and its dimerisation partner, *daughterless* (*da*), are jointly misexpressed in the ectoderm. (It has been shown that proneural factor activity in embryos is limited by *da* levels such that misexpression of a proneural factor alone has little effect [53]). (K,L) GFP driven by *RfxB* is not expressed at stage 11 (when ES and Ch precursors are present) (K) but is expressed later in ES lineages (L). We note that the *RfxB* enhancer also contains an E_ATO_ motif even though the enhancer is not active in Ch lineages; however, we cannot rule out the possibility that this motif is a functional ATO binding site in the context of the intact *Rfx* locus.

Interestingly, the *ato*-related bHLH gene, *cato*, has a Ch-enriched expression pattern like *Rfx* [26]. Enhancer analysis revealed that *cato* too has separable Ch and ES enhancers [27]. The former contains an E_ATO_ site that is required for Ch expression, and it is ectopically activated upon misexpression of *ato*. Mutant analysis of *cato* reveals roles in cell cycle control and SOP fate maintenance but not in terminal differentiation [27]. Nevertheless, the similar regulation of *Rfx* and *cato* suggests that differential regulation of shared intermediate regulatory genes in different neuronal subtype lineages may be a common theme underlying subtype specification by *ato* and *sc*.

### The Forkhead Factor Gene, *fd3F*, Is a Ch-Specific Regulator of Differentiation

The gene for the predicted Forkhead family transcription factor, *fd3F* (*CG12632*), is highly enriched in atoGFP cells (19.7-fold at t3; ranked 3^rd^). In contrast to *Rfx*, *fd3F* is expressed exclusively in Ch neurons from the precursor stage through to differentiation (Figure 5A–C), suggesting a specific role in Ch neuron specialisation. 

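*fd3F*, a forkhead factor, ranked 26 at t1 and 2 at t3. It was 5.35-fold higher in GFP+ cells at t1 (log2 2.42, SE 0.29, adjusted p = 1.2e-07), 5.50-fold at t2 (log2 2.46, SE 0.29) and 14.7-fold at t3 (log2 3.88, SE 0.31, adjusted p = 6.9e-10). Its GFP+ level was 6.47 ± 0.57 at t1, 6.45 ± 0.32 at t2 and 8.24 ± 0.90 at t3 (SD, n = 4 at each), while GFP− cells stayed between 3.99 and 4.36. The gain from t1 to t3 of 1.46 (SE 0.43, adjusted p = 0.031) was not called, and without t3 GFP+ replicate 3 it was 1.88 with an adjusted p of 0.00020. In mutant GFP+ cells *fd3F* was 1.76-fold higher without a call (adjusted p = 0.034). A further probe set for *fd3F* did not pass at any age.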

Its highly specific Ch expression pattern suggests that *fd3F* may be a direct target of *ato*. Reporter gene analysis identified an intronic Ch enhancer of *fd3F* that contains three *ato*-type E box motifs (Figures 5D–F, 6I). However, reporter expression does not appear strongly altered when these sites are mutated (unpublished data), suggesting that regulation may occur via other E box motifs. At present, therefore, although *fd3F* is a target of *ato*, we cannot conclude whether regulation is direct or indirect.

**Figure 5:**
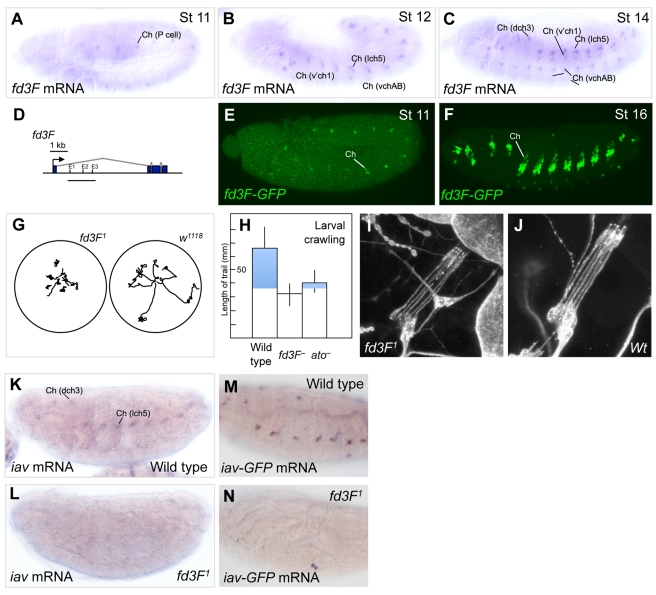
*fd3F* is downstream of *ato* function and required for Ch neuron function. (A–C) *fd3F* is expressed exclusively in Ch lineages from the precursor stage to differentiation. lch5, dch3, v'ch1, and vchAB are designations of specific Ch neurons or neuron groups [54]. (D) Schematic of *fd3F* gene, showing the location of the fragment tested for enhancer activity (E,F). The *fd3F* enhancer fragment drives GFP in Ch lineages. (E) Expression at stage 11 in Ch precursors. (F) Expression at stage 16 exclusively in Ch lineages. (G) Traces of larval movement for 2 min after being placed in middle of Petri dish. (H) Chart of larval locomotion test (as in (G)) of wildtype, *fd3F* ^−^, and *ato* ^−^ larvae. Locomotion is significantly reduced in *fd3F* ^−^ and *ato* ^−^ compared to wildtype (by *t* test, *p* = 1×10^−6^ and 5.7×10^−6^, respectively), consistent with defective Ch neurons. (I,J) Cluster of five Ch neurons in one abdominal segment of *fd3F* ^−^ (I) and wildtype (J) larva as revealed by anti-HRP staining. Ch neurons are grossly normal in the mutant. (K,L) Expression of *iav* is reduced in *fd3F* mutant embryo (L) compared to wild type (K). (M,N) Similarly, expression of an *iav*-GFP reporter gene construct (FGN, unpublished) is missing in *fd3F* mutant embryo (M) compared to wild type (N).

**Figure 6:**
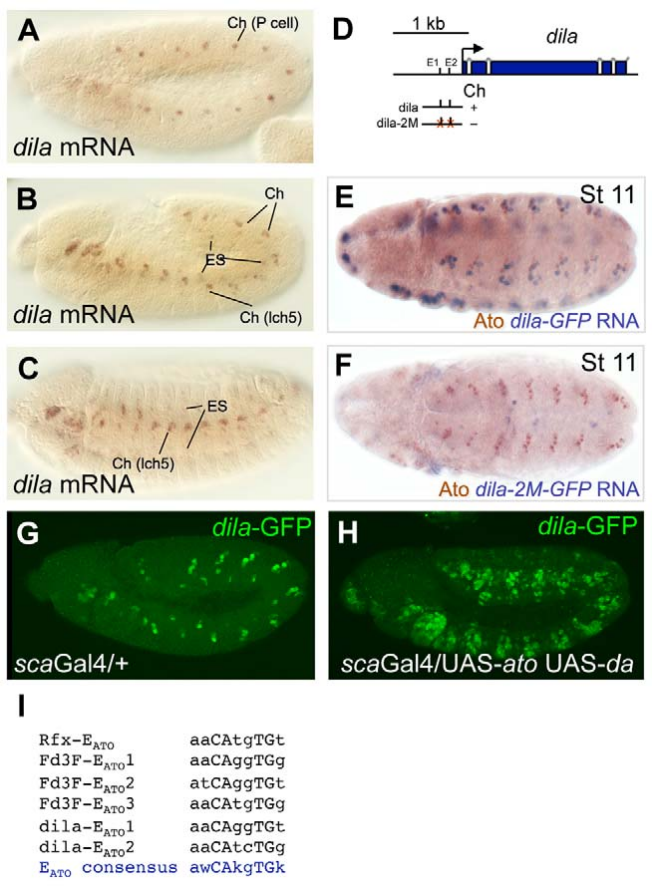
*dila* is a direct target of *ato* in the pathway to differentiation. (A–C) Expression of *dila* mRNA at stages 11, 12, and 15. *dila* is a Ch-enriched gene, being expressed strongly in Ch cells and weakly in ES cells. (D) Schematic of the first four exons of the *dila* gene, showing the location of the enhancer fragments tested, and the two E boxes within it. (E) *dila*-GFP in stage 11 embryo. GFP is driven by *dila* enhancer in early Ch cells, which express *ato*. (F) *dila*-2M-GFP. Mutation of two E_ATO_ boxes in the *dila* enhancer abolishes early Ch cell expression. (G,H) *dila*-GFP responds to *ato* misexpression. (G) Expression of *dila*-GFP in *sca*Gal4 driver background (wild type). (H) Ectopic expression of *dila*-GFP in embryo in which *ato* and its partner, *da*, are jointly misexpressed in the ectoderm. (I) Summary of E box motifs in potential *ato* target enhancers relative to the *ato*-specific consensus, E_ATO_ [7]. Note that *dila*-E_ATO_2 does not completely match the consensus and appears to bind ATO/DA more weakly in vitro (Figure S5).

To ascertain *fd3F*'s function, we generated a mutation by P-element imprecise excision (FGN, in prep.). Mutant larvae and adult flies exhibit locomotion defects similar to those manifested in *ato* mutants (Figure 5G,H; FGN and APJ, in prep.) [4],[28]. Given the expression pattern of *fd3F*, these defects can be attributed to defective Ch neurons, which are required for proprioceptive feedback during locomotion. In *ato* mutants, such defective behaviour results from loss of Ch neurons. Immunohistochemical analysis suggests, however, that Ch neurons are mostly specified normally in *fd3F* mutants and little gross structural defect was observed in the neurons (Figure 5I,J; FGN, in prep.). Consistent with this, preliminary analysis of gene expression suggests that most ciliogenesis genes tested are not affected in *fd3F* mutants (FGN and APJ, in prep.).

We hypothesized, therefore, that *fd3F* regulates specialised aspects of Ch neuronal or ciliary physiology. The transient receptor potential (TRP) family of Ca^2+^ channels are particularly associated with sensory functions in a range of ciliary contexts [29]. In *Drosophila*, *nan* and *iav* encode subunits of a TRPV channel that are uniquely expressed in Ch neurons [17],[18]. The proteins are located in the Ch ciliary dendrite, where they are required for sensory transduction. We find that the expression of both *nan* and *iav* is strongly reduced in *fd3F* mutant embryos (Figure 5K–N, and unpublished data). Failure in regulation of *nan* and *iav* can therefore account for the defective Ch neuron function of *fd3F* mutants. In conclusion, *ato* directly or indirectly activates a transcriptional regulator concerned with Ch neuron physiology (specifically, Ch ciliary dendrite physiological specialisation).

### Ato Directly Regulates *dilatory*, a Gene Directly Involved in Differentiation

Whilst many early expressed differentiation genes are known or predicted *Rfx* targets, not all Ch-specific or Ch-enriched genes (nor ciliogenesis genes) have nearby X box motifs, suggesting that other intermediate regulatory factors remain to be discovered. Another possibility is that some early expressed differentiation genes may be directly regulated by proneural factors. Such genes include *CG1625* and *unc*, whose expression depends strongly on *ato* function (Table S9). 

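*dila* and *unc* both lost most of their enrichment without *ato*. The enrichment of *dila* was 6.21-fold larger in wild type than in the mutant (log2 2.63, SE 0.37, adjusted p = 4.6e-06) and that of *unc* 5.06-fold (log2 2.34, SE 0.24, adjusted p = 1.9e-08). GFP+ levels went from 7.52 ± 0.32 to 5.02 ± 0.56 for *dila*, and *unc* stood at 5.50 ± 0.39 in the mutant (SD, n = 4 in each group). A remainder of *unc* was still called in the mutant at 1.96-fold (log2 0.97, SE 0.17), a call lost against a 1.5-fold change, whereas *dila* at 1.79-fold was not called (adjusted p = 0.015). Of the IFT-A list, which had enriched members at t1, no gene differed between the lines (camera adjusted p = 0.41). The basal body and transition zone list, which includes *dila*, had 1 of 7 lower in the mutant and 2 when adjusted over the list alone (adjusted p = 0.15).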

Our analysis (LM and APJ, in prep.) shows that *CG1625*, which we name *dilatory* (*dila*), encodes a coiled-coil protein that localises to the basal body, and *dila* mutants exhibit defects in ciliary axonemal assembly. Together, these suggest that *dila* is a not a transcriptional regulator, but instead has a direct function in ciliary dendrite formation. Here, we examined the regulation of *dila*. The gene is highly expressed in early Ch cells (11-fold enriched at t1; ranked 10^th^), and *dila* RNA exhibits a Ch-enriched gene expression pattern in embryos (Figure 6A–C). However, it has no X box motif within 2 kb of its transcription start site. 

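*dila*, which encodes a coiled-coil protein of the ciliary base, ranked 9 at t1 and 2 at t2. It was 11.1-fold higher in GFP+ cells at t1 (log2 3.47, SE 0.26, adjusted p = 9.3e-12), 18.5-fold at t2 (log2 4.21, SE 0.26) and 8.25-fold at t3 (log2 3.05, SE 0.28, adjusted p = 9.3e-09). Its level in GFP+ cells kept climbing, to 8.31 ± 0.37 at t2 and 9.08 ± 0.79 at t3 (SD, n = 4 at each). GFP− cells went from 4.04 ± 0.30 (n = 4) to 6.04 ± 0.15 (n = 3), and no difference of the t3 enrichment from that at t1 was called (−0.43, adjusted p = 0.68).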

Its early expression raises the possibility that *dila* is directly regulated by *ato*. In vivo reporter gene analysis led to the identification of an enhancer required for *dila* expression in Ch cells (Figure 6D,E). Conversely, the reporter gene is misexpressed when *ato* is ectopically activated in the ectoderm (Figure 6G,H). This enhancer contains two sequences resembling E_ATO_ motifs, both of which bind ATO/DA in vitro (Figures 6I, S5). Mutation of these two motifs within this enhancer results in loss of early expression in Ch SOPs (Figure 6D,F) and loss of misexpression in response to ectopically activated *ato* (unpublished data). These data are consistent with direct regulation of *dila* by *ato* via one or both of these E_ATO_ motifs. We note that in a recent study of potential *ato* target genes in retinal development, similar evidence was presented to suggest that *dila* (as *CG1625*) is regulated by *ato* via these two motifs [30]. In conclusion, *dila* represents a differentiation gene that is directly controlled by a proneural factor, despite the gap between proneural factor expression and terminal differentiation.

## Discussion

Numerous genetic and misexpression analyses in a range of organisms have shown that proneural factors influence a neuron's ultimate phenotype (including its subtype identity) at an early stage in its development [1]. However, the nature of this influence on the cell biological processes of neuronal differentiation has remained obscure. This study bridges the gap between early specification by the proneural factor, *ato*, and the differentiation of Ch neurons. The current model in both *Drosophila* and vertebrates is that proneural factors activate two types of target gene during neural precursor specification: a common target set for shared neuronal properties and a unique target set for subtype-specific properties [31]. Our data suggest that such neuronal subtype differences are ultimately controlled by proneural factors in several ways: by the differential regulation of both specific and common intermediate transcription factors, which in turn regulate genes for aspects of neuronal structural and functional differentiation, and by direct regulation of potential differentiation genes (Figure 7).

**Figure 7:**
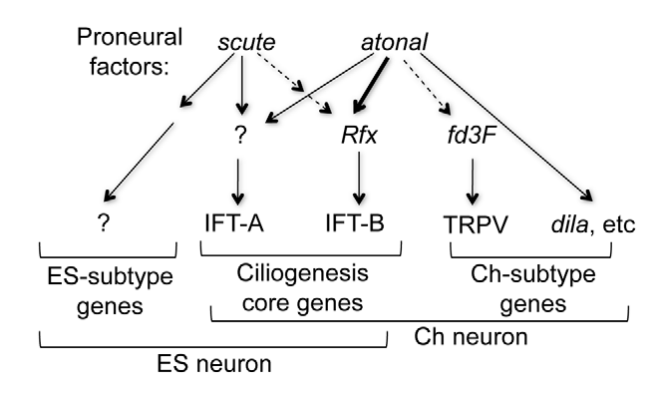
Summary of proposed regulatory interactions. Summary of proposed interactions leading from proneural genes to neuronal subtype differentiation. Solid and dashed arrows represent putative direct and indirect regulation, respectively. *ato* and *ac* regulate shared and unique aspects of sensory neuron differentiation. Ch ciliary specialisation is regulated by *ato* via several routes. (1) *ato* regulates a Ch-specific intermediate transcriptional regulatory (*fd3F*) that in turn regulates specialised aspects of sensory ciliary function. (2) *ato* regulates at least one differentiation gene directly (*dila*). (3) *Rfx* regulates a subset of ciliogenesis genes (including IFT-B genes) shared between sensory lineages, but differences in *Rfx* regulation by proneural genes *ato* and *sc* (only *ato* regulates *Rfx* directly) modulate these aspects. (4) The regulation of other aspects of differentiation and ciliogenesis (including IFT-A genes) does not depend on *Rfx*, suggesting further intermediate regulators remain to be discovered.

The proneural factors *ato* and *sc* commit cells to similar but distinct neural precursor fates: Ch and ES neurons are evolutionarily related cell types with similar but distinct structural and physiological properties. Notably, both are characterised by the possession of specialised ciliary-based dendrites [10]–[12]. Thus, ciliogenesis is a key pathway that must ultimately be activated in sensory neurons subsequent to proneural factor function. However, there are important differences between the dendrites of Ch and ES neurons. Ch dendrites have a more prototypically organised axonemal structure and possess a characteristic ciliary dilation—a specialisation that separates the Ch ciliary dendrite into functionally distinct zones [32]. Moreover, there is evidence for an active ‘beat’ of Ch cilia during sensory transduction [33]. In general, ES dendrites appear reduced in structure: although a basal body and short axoneme are present, the tip of the dendrite consists of a ‘tubular body’ of irregularly packed microtubules [10]. Thus the basic ciliogenesis pathway must be modulated differently in Ch and ES differentiation, and ultimately this must reflect a difference in function between *ato* and *sc* proneural factors. The ciliogenic regulator *Rfx* is expressed and required for both ES and Ch lineages, but it is more strongly and more persistently expressed in Ch lineages (the Ch-enriched pattern). This modulation of *Rfx* expression is at least partly due to differences in its regulation by proneural factors, since it appears to be a direct target of *ato* but not *sc*. We hypothesise that differences in *Rfx* regulation by the proneural factors lead to differences in implementation of a core cilia biogenesis program, thereby directly linking early proneural factor function with key differences of neuronal morphology. Consistent with this idea, our data show that several known or predicted ciliogenesis genes also exhibit this Ch-enriched pattern, and some of these are predicted or known *Rfx* targets [20].

In this view, the subtype differences between Ch and ES neurons are partly produced by quantitative differences in timing or level of expression of a common differentiation process, which ultimately depends on a qualitative difference in *Rfx* regulation by the proneural factors. A possible example of this is *CG6129*. This gene is a predicted *Rfx* target gene and is expressed in a Ch-enriched pattern (Figure S3) [20]. The homologous mouse protein (Rootletin) localises to the ciliary rootlet and is required for its formation [34]. Thus Ch-enriched expression of *CG6129* explains the presence of the ciliary rootlet in Ch neurons but not ES neurons [11],[12]. One prediction of this hypothesis is that overexpression of *Rfx* in ES neurons will upregulate Ch-enriched genes, and this is borne out by preliminary experiments that show an increase in *CG6129* expression in ES neurons upon *Rfx* overexpression (*sca*Gal4/UAS-*Rfx* embryos; LM and APJ, unpublished data). It is notable that differences in IFT activity are proposed to underlie differences in ciliary morphology [35] while RFX class factors have been associated with regulating genes for IFT in a variety of organisms [13]. Our work suggests that variations in *Rfx* expression level and timing should be explored as a possible factor in cilium diversity.

*fd3F* fits the more conventional view of a proneural target gene that implements a subtype-specific program of differentiation [31]. It is expressed downstream of *ato* uniquely in Ch neurons and regulates genes required for functional specialisation of the Ch ciliary dendrite. It is likely that Forkhead factors regulate specialisation of ciliogenesis in other organisms. In *C. elegans*, *FKH-2* is expressed widely early in development but is also required specifically for ciliary specialisation of one type of sensory neuron [36]. *Foxj1* in mice, *Xenopus*, and zebrafish appears to be required for the motile cilia of the lung airway and embryonic node, but not for primary cilia [37]–[39]. It remains to be determined whether *fd3F* regulates the machinery for the active beat that occurs in Ch dendrites as part of sensory transduction [33]. Together, our studies of *Rfx* and *fd3F* extend the previously limited knowledge of the gene regulatory network underlying ciliogenesis [13] and provide insight into how the core program may be modified to produce the highly specialised and diverse morphologies that cilia adopt for different functions [36].

Previous to this study, little was known about how *ato/sc* proneural genes control the acquisition of Ch/ES subtype identity, except that regulation of the Cut homeodomain transcription factor is involved. Mutant and misexpression analyses show that *cut* is a fate selector switch for ES identity downstream of *sc* [19],[40], but nothing is known of its mode of action or targets. Whereas *Rfx* and *fd3F* functions are likely to be confined to neuronal morphology, *cut* affects the identity of support cells too [41]. As a fate switch in the entire lineage, it appears likely that *cut* is involved in high-level fate specification (like proneural genes) rather than regulating aspects of differentiation directly. However, it is also possible that *cut* may repress ciliogenesis genes in ES neurons, either directly or by repressing *Rfx* expression. It will be important to integrate *cut* into the Ch/ES gene regulatory network in the future.

In our temporal expression profiling data, there is a steady increase in the number of known or suspected differentiation genes expressed in developing Ch cells. Many more are not expressed until after our analysis ends. Ciliogenesis is a highly intricate cellular process requiring the coordination of perhaps hundreds of genes [13],[42] and differences in expression onset may indicate prerequisite steps in the process of differentiation and ciliogenesis. A surprising observation was the significant number of ciliogenesis and differentiation genes that are expressed even at the earliest profiling time point. This is unexpected, since the earliest time point is predicted to be not only before differentiation but also even before cell divisions have generated the neurons. We suggest that further analysis of expression timing may lead to insights into the cell biology of ciliogenesis. The early activation of differentiation genes may reflect the rapid pace of development in the *Drosophila* embryo. Thus, early expression of ciliogenesis genes may provide components that prime cells for rapid cilium assembly later once differentiation has been triggered. Along these lines, our findings mirror striking observations of retinal ganglion cells, whose rapid differentiation within 15 minutes of the exit from mitosis has been taken to imply that genes required in postmitotic cells must be transcribed before cell division [43],[44]. A more intriguing possibility is that early expression reflects an orderly time course for ciliogenesis that begins many hours before the final cell division. For example, *unc* is thought to be required for the conversion of the mitotic centriole to ciliogenic basal body [14], but we found that the mRNA and fusion protein are expressed even in SOPs, several cell divisions before terminal differentiation. Interestingly, in mammals newly replicated centrioles mature over two cell cycles [45]. It is conceivable that the sensory neuron basal body might similarly need time to mature.

Since *Rfx* and some ciliogenesis genes are expressed in SOPs, what prevents ciliogenesis from being activated in the non-neuronal support cells? One possibility would be an extension of model recently proposed for the generation of support cell differences, in which Notch signalling between daughter cells confines the function of genes to one branch of the lineage [23]. This would predict that ciliogenesis genes and/or *Rfx* are Notch target genes. Another possibility is that some of the gene products are asymmetrically segregated. Thirdly, ciliogenesis may not be triggered until one or more key gene products are produced in the neuronal cell.

As a corollary, it will be important to explore further the gene regulatory network underlying the temporal and cell-type differences in ciliogenesis genes. Some early expressed differentiation genes are known or predicted *Rfx* targets [20]. This gives a rationale for the early regulation of *Rfx* by *ato* in Ch lineages. However, in both *C. elegans* and *D. melanogaster*, *Rfx* regulates only a subset of ciliogenesis genes (notably, it does not regulate IFT-A genes) [20]. Further studies on *ato* target genes and the ciliogenesis regulatory network in sensory neurons will identify other important regulators (Figure 7). It remains to be determined how many differentiation genes are, like *dila*, direct targets of *ato*. Interestingly, vertebrate proneural factors are hypothesised to regulate directly the transition from cycling neural progenitor (or neural stem cell) to postmitotic differentiating neuron. Perhaps *ato* has retained some part of an ancestral proneural factor function in direct regulation of terminal differentiation despite the subsequent evolution of SOPs that must undergo several divisions before differentiating.

## Materials and Methods

### *ato*-GFP Reporter Fly Stock

In order to label *ato*-expressing cells, a 2.6-kb fragment upstream of the *ato* gene was used to drive GFP expression in transgenic *Drosophila* embryos. After amplification from genomic DNA (Table S10 for primers), this fragment was cloned into pHStinger [46]. The plasmid was used to make transgenic fly lines by microinjection. One viable line, *ato*GFP.7, with high expression levels and lacking detectable ectopic GFP expression, was chosen for embryo dissociation and cell sorting. For expression profiling of *ato* mutant cells, *ato*GFP.7 was introduced into the *ato^1^* mutant background (a presumed null [4]). To minimise genetic background differences, the *ato*GFP.7; *ato^1^* line was backcrossed four times to the original *ato*GFP.7 stock. The two lines are therefore predicted to be approximately 97% isogenic.

### Embryo Dissociation and Cell Sorting

In brief, dechorionated *ato*GFP embryos were dissociated in Shields and Sang (S2) medium (Sigma) with 5% fetal bovine serum (Gibco) in a Dounce homogeniser with a loose pestle. Cells were pelleted by centrifugation and resuspended in protease solution (90% trypsin-EDTA (Sigma) in phosphate buffered saline). Incubation in this solution for 7 min increased the proportion of viable single cells as judged by Trypan Blue exclusion. Cells were subsequently washed twice in S2 medium. Cell suspensions were separated using a DakoCytomation MoFlo MLS flow cytometer. In each run, 3×10^5^ *ato*GFP+ and 1×10^6^ *ato*GFP− cells were collected. Cells were sorted into Schneider medium on ice, then pelleted and homogenised in RNA extraction buffer, and then snap frozen in liquid nitrogen. In all experiments the cell suspension was kept on ice from the time of trypsin treatment until the RNA was extracted from the sorted cells. Quantitation of RNA was carried out using QuantiTect SYBR Green RT-PCR kit (Qiagen) and a MJ Research Opticon thermal cycler. rpL32 was used as a control.

### Microarray Data Processing and Analysis

Using standard techniques recommended by Affymetrix (http://www.affymetrix.com/support/technical/manual/expression_manual.affx), RNA from sorted *ato*GFP+ and *ato*GFP− cells was used to probe Affymetrix *Drosophila* 2.0 microarray chips in quadruplicate using independent samples. ∼0.5 µg of RNA was converted to cDNA and amplified as cRNA using the 2-cycle protocol, before being biotin labelled and fragmented. The hybridisations were conducted at the Sir Henry Wellcome Functional Genomics Facility, Glasgow, UK. Quality control and normalisation of microarray expression data was performed using the Bioconductor package AffyPLM [47] using the standard RMA method with quantile normalisation. Differentially expressed genes between *ato*GFP+ and *ato*GFP− samples were identified using the Bioconductor package limma [48]. Lists of Affymetrix probe-set accessions were extracted from the analysis with the cut-off at a 1% FDR [49]. Affymetrix probe-sets were mapped to genomic locations using the Ensembl database PerlAPI [50],[51] and only those probe-sets that were not promiscuous (not mapping to more than one gene) with ≥50% of their oligomers were considered reliable and used to retrieve stable accessions of ‘trusted genes’.

### Protein Domain Profiling

Protein domain annotations for Pfam, Prosite, Superfamily, and Smart databases were retrieved from Ensembl for all trusted genes in our analyses (Ensembl v53 March 2009, Flybase Release FB2008_10 Dmel Release 5.13, Nov. 2008). The resulting data were parsed into genomic frequency tables for each domain from each source. To determine whether any domains were over-represented in our gene lists, we applied a corrected Fisher exact test [52] to the relative domain frequencies between list and genome. All domains that were over-represented with *p*≤0.05 were taken forward for further analysis.

### Immunohistochemistry

Standard methods of whole embryo immunohistochemistry were used. Antibodies used were: anti-Ato 1∶2000 [4], MAb22C10 1∶100, MAb21A6 1∶500, anti-GFP 1∶500 (Molecular Probes), and anti-Pericentrin (1∶500, kindly provided by J. Raff). Secondary antibodies were from Molecular Probes. mRNA in situ hybridisation to whole embryos were by standard methods. Primers for antisense RNA probes used are given in Table S13. For double RNA/protein labelling, the in situ hybridisation was conducted first followed by protein detection. For wild-type embryos, we used the *w^1118^* stock. The fly stock for the *uncGFP* fusion gene/protein was kindly provided by Maurice Kernan.

### Promoter Fusions

Fragments were amplified from genomic DNA and cloned into pHStinger. Primers used are given in Table S13. Transformants were made by microinjection into syncytial blastoderm embryos. In general, at least two independent transformant lines were tested for each construct. For E box site directed mutagenesis, we used the Stratagene Quickchange 2 kit. In each case, CANNTG was altered to AANNTT.

### Gel Retardation Assay

In vitro DNA binding assays were performed exactly as previously described using bacterially expressed ATO and DA proteins [7]. DNA probes used are shown in Table S13.

### *fd3F* Mutant Analysis

A deletion allele, *fd3F^1^*, was isolated by imprecise excision after P element mobilisation in the line, P{EP}EP1198. This deletes the 3′ end of the transcription unit and appears to be an RNA and protein null (FGN, manuscript in preparation).

### Larval Crawling Analysis

Wandering third instar larvae were placed individually on the centre of a layer of 1% agarose in a Petri dish. Larval movement was traced over a period of 2 min. Path lengths were obtained from traces using NIH ImageJ. Larvae tested were from the stocks, *ato^1^*, *fd3F^1^*, and *w^1118^* (wild type).

### Data Availability

All microarray data from the experiments described are available from the NCBI's GEO database with accession number GSE21520.

## Supporting Information

Figure S1 **FACS analysis of cells dissociated from time collections of embryos.** Shown are the regions harvested for *ato*GFP+ and *ato*GFP− cell samples and the percentage of cells in each area. (A) *ato*GFP embryos. (B) Non-GFP-expressing wild type embryos (Oregon R). (C) Embryos expressing GFP ubiquitously (*ubi*GFP).
(0.42 MB TIF)

Figure S2 **Representation of genes containing selected protein domains.** Transcription factor domains (such as the homeodomain, T-box, zinc-finger) are well represented at all time points, whereas domains associated with differentiation increase with time. The TPR domain is strongly associated with genes involved in Golgi trafficking and IFT. All domain counts shown are significantly enriched (*p*≤0.05).
(0.17 MB TIF)

Figure S3 **mRNA in situ hybridisation patterns of Ch differentially expressed genes.** (A) Pan-neural genes—expressed in both PNS and CNS cells. (B) Pan-sensory genes—expressed in PNS cells only. (C) Ch-enriched genes—expressed initially in Ch precursors, then all sensory lineages (CH and ES), and finally often persisting in Ch neurons only. (D) Ch-specific—expressed exclusively in some or all Ch lineages in the sensory nervous system. (E) Head-only—expressed in *ato*-dependent cells in the head (BO = Bolwig's Organ, the larval photoreceptive organ). Note that these categories are not rigid and there is much subtle variation within each type.
(4.47 MB TIF)

Figure S4 **Resampling analysis shows that** ***ato*** **-correlated genes are highly enriched for nearby RFX binding motifs (X boxes) at each time point.** In each case, significantly enriched genes (≥2-fold, 1% FDR) were selected and their 1-kb upstream sequences analysed for X box sequence matches. To sample the background distribution of such matches, random gene lists of equal size to the enriched gene list were selected and analysed for X boxes in a similar way. The results are plotted as the number of genes with X boxes within the gene list against sampling frequency. In each case the background distribution conforms to normal distribution (fitted curve shown). The position of the enriched gene list is shown by a star and arrow, with the degree of X box over-representation compared to that expected by chance and its associated *p* value (based on *z* test).
(0.64 MB TIF)

Figure S5 **In vitro DNA-binding analysis of E_ATO_ motifs from** ***Rfx*** **and** ***dila*** **enhancers.** A gel retardation assay showing the binding of ATO/DA heterodimers to oligonucleotide probes containing E_ATO_ motifs from the *RfxA* enhancer (*Rfx*-E_ATO_1) and *dila* enhancer (*dila*-E_ATO_1 and *dila*-E_ATO_2). Arrow indicates the protein-DNA complexes and arrowhead indicates the free probes. Note that binding to *dila*-E_ATO_2 appears somewhat weaker, correlating with its divergence from the known E_ATO_ binding consensus (Figure 6I) [7].
(0.75 MB TIF)

Table S1 **Top 100** ***ato*** **-correlated genes at time point t1.** A list of genes ranked by fold change (FC) (i.e., ratio of expression in *ato*GFP cells versus the rest of the embryo) (1% FDR).

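Taken over the whole table, all 100 genes of Table S1 were called at t1, and the listed fold change was in the median 0.980 of the one computed here. Several leading genes of the table belong to the larval eye list or that of head appendage and sense organ patterning. Of the former *Optix* was 4.42-fold and *svp* 5.63-fold higher, and of the latter *B-H2* 5.36-fold and *Lim1* 5.04-fold.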

(0.19 MB DOC)

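For Table S2, 99 of 100 genes were called at t2, with a median ratio of listed to computed fold change of 0.988. Beside *dila* and *ato*, genes with large t2 enrichment were *cato* (15.7-fold), *ss* (13.2-fold), *meru* (12.2-fold), *CG5597* (12.0-fold), *erm* (11.2-fold), *dac* (10.8-fold) and *Pex7*, a peroxisomal import receptor (10.6-fold). *toy* was 19.0-fold higher on another probe set, while its brightest stood at 0.770-fold without a call.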

Table S2 **Top 100** ***ato*** **-correlated genes at time point t2.** A list of genes ranked by fold change (FC) (i.e., ratio of expression in *ato*GFP cells versus the rest of the embryo) (1% FDR).
(0.19 MB DOC)

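For Table S3, 99 of 100 genes were called at t3, and the listed fold changes were larger, at a median ratio of 1.247. The ratio was 0.989 without t3 GFP+ replicate 3. Leading genes then included *CG34297* at 16.8-fold, *CG11253* at 18.3-fold and *CG3085* at 9.48-fold, against 12.1-fold, 13.5-fold and 7.52-fold with all arrays.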

Table S3 **Top 100** ***ato*** **-correlated genes at time point t3.** A list of genes ranked by fold change (FC) (i.e., ratio of expression in *ato*GFP cells versus the rest of the embryo) (1% FDR).
(0.18 MB DOC)

Table S4 **Functional gene annotation analysis of genes that are over-represented at t1 in** ***ato*** **GFP cells in wild type embryos.** Significance is quantified by the corrected Fisher exact statistic [52]. Only the 50 most significant terms are shown. ‘PNS related’ refers to GO terms that include genes already known to be associated with PNS development. This information was used to assess the overall representation of PNS-related GO terms (Table S7).
(0.09 MB DOC)

Table S5 **Functional gene annotation analysis of genes that are over-represented at t2 in** ***ato*** **GFP cells in wild type embryos.** Significance is quantified by the corrected Fisher exact statistic [52]. Only the 50 most significant terms are shown. ‘PNS related’ refers to GO terms that include genes already known to be associated with PNS development. This information was used to assess the overall representation of PNS-related GO terms (Table S7).
(0.09 MB DOC)

Table S6 **Functional gene annotation analysis of genes that are over-represented at t3 in** ***ato*** **GFP cells in wild type embryos.** Significance is quantified by the corrected Fisher exact statistic [52]. Only the 50 most significant terms are shown. ‘PNS related’ refers to GO terms that include genes already known to be associated with PNS development. This information was used to assess the overall representation of PNS-related GO terms (Table S7).
(0.09 MB DOC)

Table S7 **Over-representation of PNS-related GO terms in the enriched GO term lists (Tables S4, S5, S6).** In this table, the enrichment factor represents the enrichment in PNS-related GO terms relative to similar sized random lists of genes as generated by bootstrap analysis: PNS related GO terms associated with random gene lists were retrieved. This process was repeated to produce a score distribution that approximates to a normal distribution according to the central limit theorem. The resulting distributions were normalised and a single location *z* test performed against the real PNS related GO term counts for the reference differentially expressed gene list. Enrichments were calculated against the random sample means.
(0.04 MB DOC)

Table S8 **Over-represented protein domains for combined data from t1–t3.** Shown are Pfam domains that are significantly over-represented among genes at any of the three time points (*p*<0.05 for enrichment in a particular time point), along with the genes in each family. Based on 1.5-fold over-expressed genes, 1% FDR.
(0.05 MB DOC)

Table S9 ***ato*** **-correlated genes at t3 that have been associated with cilia and/or basal body formation or function and/or are associated with an X box motif.** Genes are sorted by overall rank fold-enrichment in *ato*GFP cells versus the rest of the embryo (>1.5-fold enriched; 1% FDR).
(0.20 MB DOC)

Table S10 **Expression patterns of** ***ato*** **-correlated genes.** A summary of patterns observed from in situ hybridization carried out for this study.
(0.10 MB DOC)

Table S11 **Genes differentially expressed at t1 in** ***ato*** **GFP cells from wild-type but not in** ***ato*** **mutant embryos.** A table of genes that meet the following criteria: ≥2-fold differentially expressed in *ato*GFP cells from wild-type embryos (fc = ratio of expression in *ato*GFP cells versus the rest of the embryo) and <2-fold differentially expressed in *ato*GFP cells from *ato*-mutant embryos (versus the rest of the embryo) (1% FDR).
(0.11 MB DOC)

Table S12 **Potential** ***ato*** **target genes based on genes differentially represented in wild-type versus** ***ato*** **-mutant cells.** This table shows a subset of the genes in Table S11, selected based on the following additional criterion: ≥2-fold ratio between wild-type and mutant fold-change values (Wt/mut). Compared with the genes in Table S11, this list removes many genes that do not show a robust expression difference between wild type and mutant (i.e., for which differential expression is just above 2-fold in wild type embryos and just below 2-fold in mutant embryos). It is likely that many *ato* target genes are likely to be excluded by these stringent criteria, particularly those that are expressed widely in other parts of the nervous system or elsewhere in the embryo. A second factor that limits the number of potential targets identified in this way is that a proportion of Ch neurons still develop in ato mutant embryos due to redundancy with the closely related gene, *cato* [27].
(0.05 MB DOC)

Table S13 **Oligonucleotides used for generation of in situ hybridisation probes, GFP reporter constructs, and gel retardation assays.**
(0.08 MB DOC)

Text S1 **FACS isolation of** ***ato*** **GFP cells and validation.**
(0.04 MB DOC)

Text S2 **Functional gene annotation (GO analysis).**
(0.04 MB DOC)

Text S3 **Developmental progression in GO term over-representation.**
(0.03 MB DOC)

Text S4 **Analysis of** ***ato*** **-correlated genes for over-represented protein domains.**
(0.04 MB DOC)

Text S5 **Comparison with proneural cluster-expressed genes from a previous profiling analysis.**
(0.03 MB DOC)

## Abbreviations

Ch: chordotonal
dbd: dorsal bipolar dendritic neuron
DCBB: Drosophila cilia and basal body database
dmd: dorsal multidendritic neuron
ES: external sensory
FDR: false discovery rate
GFP: green fluorescent protein
GO: gene ontology
IFT: intraflagellar transport
TPR: tetratricopeptide repeat

# Supplementary material for: The Gene Regulatory Cascade Linking Proneural Specification with Differentiation in Drosophila Sensory Neurons
**Source:** PLoS Biol. 2011 Jan 4;9(1):e1000568. doi: 10.1371/journal.pbio.1000568
**Supplement:** Table S1 — Top 100 ato -correlated genes at time point t1. A list of genes ranked by fold change (FC) (i.e., ratio of expression in atoGFP cells versus the rest of the embryo) (1% FDR). (0.19 MB DOC)

**Table S1.** Top 100 *ato*-correlated genes at time point t1.

# Supplementary material for: The Gene Regulatory Cascade Linking Proneural Specification with Differentiation in Drosophila Sensory Neurons
**Source:** PLoS Biol. 2011 Jan 4;9(1):e1000568. doi: 10.1371/journal.pbio.1000568
**Supplement:** Table S2 — Top 100 ato -correlated genes at time point t2. A list of genes ranked by fold change (FC) (i.e., ratio of expression in atoGFP cells versus the rest of the embryo) (1% FDR). (0.19 MB DOC)

**Table S2.** Top 100 *ato*-correlated genes at time point t2.

# Supplementary material for: The Gene Regulatory Cascade Linking Proneural Specification with Differentiation in Drosophila Sensory Neurons
**Source:** PLoS Biol. 2011 Jan 4;9(1):e1000568. doi: 10.1371/journal.pbio.1000568
**Supplement:** Table S3 — Top 100 ato -correlated genes at time point t3. A list of genes ranked by fold change (FC) (i.e., ratio of expression in atoGFP cells versus the rest of the embryo) (1% FDR). (0.18 MB DOC)

**Table S3.** Top 100 *ato*-correlated genes at time point t3.

# Supplementary material for: The Gene Regulatory Cascade Linking Proneural Specification with Differentiation in Drosophila Sensory Neurons
**Source:** PLoS Biol. 2011 Jan 4;9(1):e1000568. doi: 10.1371/journal.pbio.1000568
**Supplement:** Table S4 — Functional gene annotation analysis of genes that are over-represented at t1 in ato GFP cells in wild type embryos. Significance is quantified by the corrected Fisher exact statistic [52]. Only the 50 most significant terms are shown. ‘PNS related’ refers to GO terms that include genes already known to be associated with PNS development. This information was used to assess the overall representation of PNS-related GO terms (Table S7). (0.09 MB DOC)

**Table S4.** Functional gene annotation analysis of genes that are over-represented at t1 in *ato*GFP cells in wild type embryos.

# Supplementary material for: The Gene Regulatory Cascade Linking Proneural Specification with Differentiation in Drosophila Sensory Neurons
**Source:** PLoS Biol. 2011 Jan 4;9(1):e1000568. doi: 10.1371/journal.pbio.1000568
**Supplement:** Table S5 — Functional gene annotation analysis of genes that are over-represented at t2 in ato GFP cells in wild type embryos. Significance is quantified by the corrected Fisher exact statistic [52]. Only the 50 most significant terms are shown. ‘PNS related’ refers to GO terms that include genes already known to be associated with PNS development. This information was used to assess the overall representation of PNS-related GO terms (Table S7). (0.09 MB DOC)

**Table S5.** Functional gene annotation analysis of genes that are over-represented at t2 in *ato*GFP cells in wild type embryos.

# Supplementary material for: The Gene Regulatory Cascade Linking Proneural Specification with Differentiation in Drosophila Sensory Neurons
**Source:** PLoS Biol. 2011 Jan 4;9(1):e1000568. doi: 10.1371/journal.pbio.1000568
**Supplement:** Table S6 — Functional gene annotation analysis of genes that are over-represented at t3 in ato GFP cells in wild type embryos. Significance is quantified by the corrected Fisher exact statistic [52]. Only the 50 most significant terms are shown. ‘PNS related’ refers to GO terms that include genes already known to be associated with PNS development. This information was used to assess the overall representation of PNS-related GO terms (Table S7). (0.09 MB DOC)

**Table S6.** Functional gene annotation analysis of genes that are over-represented at t3 in *ato*GFP cells in wild type embryos.

# Supplementary material for: The Gene Regulatory Cascade Linking Proneural Specification with Differentiation in Drosophila Sensory Neurons
**Source:** PLoS Biol. 2011 Jan 4;9(1):e1000568. doi: 10.1371/journal.pbio.1000568
**Supplement:** Table S7 — Over-representation of PNS-related GO terms in the enriched GO term lists (Tables S4, S5, S6). In this table, the enrichment factor represents the enrichment in PNS-related GO terms relative to similar sized random lists of genes as generated by bootstrap analysis: PNS related GO terms associated with random gene lists were retrieved. This process was repeated to produce a score distribution that approximates to a normal distribution according to the central limit theorem. The resulting distributions were normalised and a single location z test performed against the real PNS related GO term counts for the reference differentially expressed gene list. Enrichments were calculated against the random sample means. (0.04 MB DOC)

**Table S7.** Over-representation of PNS-related GO terms in the enriched GO term lists (Tables S4–6).

| Stage | Over-represented GO terms (total) | Over-represented PNS related GO terms | Enrichment factor over expected | Corrected Fisher exact statistic |
| --- | --- | --- | --- | --- |
| t1 | 141 | 79 | 2.94 | 1.0x10-39 |
| t2 | 142 | 70 | 2.58 | 4.5x10-24 |
| t3 | 114 | 71 | 3.26 | 3.9x10-39 |

# Supplementary material for: The Gene Regulatory Cascade Linking Proneural Specification with Differentiation in Drosophila Sensory Neurons
**Source:** PLoS Biol. 2011 Jan 4;9(1):e1000568. doi: 10.1371/journal.pbio.1000568
**Supplement:** Table S8 — Over-represented protein domains for combined data from t1–t3. Shown are Pfam domains that are significantly over-represented among genes at any of the three time points (p<0.05 for enrichment in a particular time point), along with the genes in each family. Based on 1.5-fold over-expressed genes, 1% FDR. (0.05 MB DOC)

**Table S8.** Over-represented protein domains for combined data from t1–t3.

| **Domain name** | **Pfam accession** | **Count** | **Genes** |
| --- | --- | --- | --- |
| ABC transporter | PF00005  PF01061 | 6 | *w, Mdr49, Atet, CG17646, CG11069, CG31121* |
| Cadherin | PF00028 | 7 | *ds, stan, Cad74A, Cad86C, Cad88C, Cad96Cb, Cad99C* |
| Homeobox | PF00046 | 22 | *abd-A, Abd-B, al, Dll, en, inv, lab, prd, B-H2, B-H1, Awh, ara, caup, toy, dve, Optix, Lim1, scro, CG4136, toe, HGTX, vvl* |
| Cytochrome P450 | PF00067 | 6 | *dib, sad, shd, phm, Cyp18a1, Cyp301a1* |
| Zinc finger C4 type | PF00105 | 4 | *kni, knrl, svp, tll* |
| Paired box domain | PF00292 | 4 | *prd, sv, toy, toe* |
| Tetratricopeptide repeat (TPR) | PF00515  PF07719 | 7 | *nompB, BBS8, CG5142, BBS4, CG6915, CG6980, CG34297* |
| Leucine rich repeat (LRR) | PF00560 | 11 | *tilB, dtr, Tollo, CG13125, Phlpp, Als, CG11136, Toll-6, CG6959, CG12402, CG4221* |
| T box transcription factor | PF00907 | 4 | *bi, Doc1, Doc3, Doc2* |
| DNA pol alpha/epsilon subunit B | PF04042 | 2 | *DNApol-alpha73, Pole2* |
| B9 protein | PF07162 | 2 | *tectonic, CG14870* |

# Supplementary material for: The Gene Regulatory Cascade Linking Proneural Specification with Differentiation in Drosophila Sensory Neurons
**Source:** PLoS Biol. 2011 Jan 4;9(1):e1000568. doi: 10.1371/journal.pbio.1000568
**Supplement:** Table S9 — ato -correlated genes at t3 that have been associated with cilia and/or basal body formation or function and/or are associated with an X box motif. Genes are sorted by overall rank fold-enrichment in atoGFP cells versus the rest of the embryo (>1.5-fold enriched; 1% FDR). (0.20 MB DOC)

**Table S9**: *ato*-correlated genes at t3 that have been associated with cilia and/or basal body formation or function, and/or are associated with an X box motif.

Genes are sorted by overall rank fold-enrichment in *ato*GFP cells versus the rest of the embryo (>1.5-fold enriched; 1% FDR).

1Cilia biogenesis groups are derived from comparative genomic analysis of ciliated and non-ciliated organisms [6]. The groups are: A. Genes associated with eukaryotes with compartmentalised cilia biogenesis, with few ESTs and nearby X box; B. Genes associated with eukaryotes with compartmentalised cilia biogenesis, with many ESTs or no nearby X box; C. Genes associated with all ciliated eukaryotes; D. Genes associated with eukaryotes that have motile cilia; E. Genes associated with eukaryotes that have prototypical cilia.

2DCBB = *Drosophila* Cilia and basal body database [7]. This is compiled from various bioinformatic and proteome sources, although in many cases the evidence is circumstantial. In many cases our data provide the first *in vivo* confirmation of the expression of DCBB genes during cilium formation.

3Genes associated with nearby conserved X box; data is from [7]; abbreviations are: S: stringent match (total of 83 genes in the genome); L: loose match (total of 412 genes in the genome). Not all X box-associated genes are currently included in DCBB. These may be new ciliary biogenesis candidates, or they may be involved in other aspects of neuronal differentiation since *Rfx* is known to regulate neuronal differentiation genes other than those involved in ciliary biogenesis [8].

4Abbreviations for expression evidence are: IS = *in situ* hybridisation carried out for this study; AR = GFP promoter fusions tested by Avidor-Reiss et al., (2004); L = downregulated by RT-PCR in *Rfx* mutant whole pupal extracts; B = Berkeley *Drosophila* Genome Project database [9] (accessed 1 July 2009) (*=reported in database as ‘no expression’); O = other literature source.

REFERENCES

1. Bellen HJ, Kooyer S, D'Evelyn D, Pearlman J (1992) The *Drosophila* couch potato protein is expressed in nuclei of peripheral neuronal precursors and shows homology to RNA-binding proteins. Genes and Development 6: 2125-2136.

2. Baker JD, Adhikarakunnathu S, Kernan MJ (2004) Mechanosensory-defective, male-sterile unc mutants identify a novel basal body protein required for ciliogenesis in Drosophila. Development 131: 3411-3422.

3. Han Y-G, Kwok BH, Kernan MJ (2003) Intraflagellar Transport Is Required in Drosophila to Differentiate Sensory Cilia but Not Sperm. Current Biology 13: 1679-1686.

4. zur Lage PI, Powell LM, Prentice DR, McLaughlin P, Jarman AP (2004) EGF receptor signaling triggers recruitment of Drosophila sense organ precursors by stimulating proneural gene autoregulation. Dev Cell 7: 687-696.

5. Lee M, Lee S, Zadeh AD, Kolodziej PA (2003) Distinct sites in E-cadherin regulate different steps in Drosophila tracheal tube fusion. Development 130: 5989-5999.

6. Avidor-Reiss T, Maer AM, Koundakjian E, Polyanovsky A, Keil T, et al. (2004) Decoding Cilia Function: Defining Specialized Genes Required for Compartmentalized Cilia Biogenesis. Cell 117: 527-539.

7. Laurençon A, Dubruille R, Efimenko E, Grenier G, Bissett R, et al. (2007) Identification of novel regulatory factor X (RFX) target genes by comparative genomics in Drosophila species. Genome Biology 8: R:195.

8. Kim J, Chung YD, Park D-Y, Choi S-K, Shin DW, et al. (2003) A TRPV family ion channel required for hearing in *Drosophila*. Nature 424: 81-84.

9. Tomancak P, Berman B, Beaton A, Weiszmann R, Kwan E, et al. (2007) Global analysis of patterns of gene expression during Drosophila embryogenesis. Genome Biol 8: 1465.

# Supplementary material for: The Gene Regulatory Cascade Linking Proneural Specification with Differentiation in Drosophila Sensory Neurons
**Source:** PLoS Biol. 2011 Jan 4;9(1):e1000568. doi: 10.1371/journal.pbio.1000568
**Supplement:** Table S10 — Expression patterns of ato -correlated genes. A summary of patterns observed from in situ hybridization carried out for this study. (0.10 MB DOC)

**Table S10.** Expression patterns of *ato*-correlated genes.

| **Gene** | **FC1 (t1)** | **FC (t2)** | **FC (t3)** | ***in situ* pattern2** | **Expression class** | **Notes3** |
| --- | --- | --- | --- | --- | --- | --- |
| *CG32150* | 17.39 | 11.80 | 5.94 | All SOPs early, then all type I neurons | Pan-sensory |  |
| *dila* | 11.07 | 17.73 | 9.25 | Ch strong, ES very weak | Ch enriched |  |
| *Rfx* | 9.90 | 8.18 | 2.99 | ato-specific early, pan-sensory later | Ch enriched |  |
| *unc* | 9.76 | 8.10 | 4.97 | All SOPs and progeny | Pan-sensory |  |
| *Esn* | 8.02 | 6.60 | 4.12 | PNS | Pan-sensory |  |
| *CG5597* | 7.22 | 8.59 | 0.90 | All sensory cells, but slightly stronger in Ch | Pan-sensory/ | B* |
| *CG15704* | 6.84 | 4.23 | 3.92 | Small subset of PNS cells | PNS subset |  |
| *CG6129 (rootletin)* | 6.71 | 6.01 | 4.26 | ato-specific early, highly ch neuron specific late | Ch enriched | X |
| *CG6486* | 6.50 | 11.19 | 4.63 | P cell then all PNS at mid stages | Midstage pan-sensory |  |
| *CG15161* | 5.55 | 5.44 | 19.72 | Lateral Ch, late st 11 onwards. Weak elsewhere in PNS | Ch enriched | D, B |
| *CR33327* | 4.84 | 5.08 | 2.00 | Single Ch SOP per segment | Ch subset |  |
| *CG5359* | 4.69 | 2.79 | 2.20 | PNS from stage 10 onwards | Pan-sensory | B |
| *Esg* | 4.35 | 6.18 | 2.55 | All PNS | Pan-sensory |  |
| *Ktub* | 4.21 | 1.85 | 1.13 | PNS | Pan-sensory |  |
| *CG10160 (Imp3)* | 4.13 | 5.58 | 5.47 |  |  |  |
| *CG6560 (Arl3)* | 3.86 | 2.30 | 1.77 | All type I neurons at st 15, subset of PNS earlier but not ch at st 12/13 | Pan-sensory | D, B, X |
| *CG8353* | 3.66 | 3.57 | 1.84 | All type I neurons st 11 onwards | Pan-sensory | D, B, X |
| *CG2069 (Oseg4)* | 3.62 | 3.69 | 2.03 | All type I from 11 onwards but stronger in Ch | Ch enriched | D, B, X |
| *CG16700* | 3.56 | 3.58 | 2.25 | No pattern |  |  |
| *CG11354 (Lim1)* | 2.95 | 10.38 | 1.74 | ato-like at st 11, widespread in PNS later | Ch enriched |  |
| *CG11895 (Stan)* | 2.79 | 2.80 | 2.95 | PNS at st 12 | Pan-sensory |  |
| *CG33182* | 2.74 | 2.88 | 1.29 | Unclear |  | B |
| *CG4525* | 2.53 | 2.36 | 1.08 | All type I neurons at late stage but strongest in lch5 at st 11 | Ch enriched | D, B*, X |
| *CG7161 (Oseg1)* | 2.37 | 3.85 | 3.58 | All type I neurons at late stage but strongest in lch5 at st 11 | Ch enriched | D, X |
| *CG32447* | 1.86 | 2.63 | 6.93 | Tracheal pit ectoderm? |  |  |
| *CG8779 (nrm)* | 1.84 | 1.93 | 2.89 | All SOPs from st 10/11 onwards | Pan-sensory |  |
| *CG32458* | 1.70 | 2.71 | 9.35 | All SOPs from st 10/11 onwards | Pan-sensory |  |
| *fd3f* | 1.60 | 3.84 | 25.74 | ato specific early, ch neuron specific late | Ch specific |  |
| *al* | 1.54 | 4.12 | 9.78 | An early subset of Ch SOPs | Ch subset | B |
| *spdo* | 1.49 | 1.83 | 1.51 | All PNS and CNS, including SOPs | Pan-neural | B |
| *CG3085* | 1.43 | 2.43 | 10.50 | Ch st 11 to 16 | Ch specific | B |
| *CG13889* | 1.42 | 1.33 | 1.48 | PNS, eye st 12 to 14 | Pan-neural |  |
| *CG10339* | 1.37 | 1.97 | 16.41 | Ch, st 13 to 16 | Ch specific |  |
| *CG17564* | 1.32 | 2.23 | 18.41 | Ch st 13 to 16 | Ch specific |  |
| *CG31291* | 1.26 | 1.86 | 4.00 | Ch, weak other PNS, eye st 14 to 16 | Ch enriched | B |
| *CG11253* | 1.24 | 2.21 | 8.77 | Ch, other PNS st 14 to 15 | Ch enriched |  |
| *CG14253* | 1.24 | 1.36 | 7.55 | PNS, eye st 14 | Pan-sensory | B |
| *CG6980* | 1.20 | 2.17 | 8.25 | Ch st 14 to 15 | Ch enriched | B |
| *CG3769* | 1.06 | 0.93 | 0.73 | Ch, weak other PNS st 11 to 16 | Ch enriched |  |
| *CG13125* | 0.84 | 0.99 | 1.70 | Ch st 13 to 15 | Ch specific |  |
| *CG5343* | 0.81 | 1.00 | 9.26 | Ch st 13 onwards | Ch specific | B |
| *CG11382* |  |  |  | PNS st 12 onwards, stronger in Ch | Ch enriched |  |
| *CG31670* | 21.26 | 11.45 | 1.43 | Bolwig’s Organ (larval eye) | Other *ato*-related |  |

1FC = fold change (enrichment in *ato*GFP cells versus the rest of the embryo).

2*In situ* pattern: a summary of pattern observed from *in situ* hybridization carried out for this study. 3Notes: other relevant data: B = BDGP expression images exist (*=no staining previously detected); D = present in DCBB database; X = possesses conserved X box motif in vicinity

# Supplementary material for: The Gene Regulatory Cascade Linking Proneural Specification with Differentiation in Drosophila Sensory Neurons
**Source:** PLoS Biol. 2011 Jan 4;9(1):e1000568. doi: 10.1371/journal.pbio.1000568
**Supplement:** Table S11 — Genes differentially expressed at t1 in ato GFP cells from wild-type but not in ato mutant embryos. A table of genes that meet the following criteria: ≥2-fold differentially expressed in atoGFP cells from wild-type embryos (fc = ratio of expression in atoGFP cells versus the rest of the embryo) and <2-fold differentially expressed in atoGFP cells from ato-mutant embryos (versus the rest of the embryo) (1% FDR). (0.11 MB DOC)

**Table S11.** Genes differentially expressed at t1 in *ato*GFP cells from wild-type but not in *ato* mutant embryos.

# Supplementary material for: The Gene Regulatory Cascade Linking Proneural Specification with Differentiation in Drosophila Sensory Neurons
**Source:** PLoS Biol. 2011 Jan 4;9(1):e1000568. doi: 10.1371/journal.pbio.1000568
**Supplement:** Table S12 — Potential ato target genes based on genes differentially represented in wild-type versus ato -mutant cells. This table shows a subset of the genes in Table S11, selected based on the following additional criterion: ≥2-fold ratio between wild-type and mutant fold-change values (Wt/mut). Compared with the genes in Table S11, this list removes many genes that do not show a robust expression difference between wild type and mutant (i.e., for which differential expression is just above 2-fold in wild type embryos and just below 2-fold in mutant embryos). It is likely that many ato target genes are likely to be excluded by these stringent criteria, particularly those that are expressed widely in other parts of the nervous system or elsewhere in the embryo. A second factor that limits the number of potential targets identified in this way is that a proportion of Ch neurons still develop in ato mutant embryos due to redundancy with the closely related gene, cato [27]. (0.05 MB DOC)

**Table S12.** Potential *ato* target genes based on genes differentially represented in wild-type versus *ato*-mutant cells.

| **Rank** | **Symbol** | **Gene name** | **Flybase id** | **Wt fc** | **Mut fc** | **Wt/mut** |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | *cato* | *cousin of atonal* | FBgn0024249 | 16.95 | 1.77 | 9.56 |
| 2 | *dila* | *dilatory* | FBgn0033447 | 11.07 | 1.79 | 6.20 |
| 3 | *unc* | *uncoordinated* | FBgn0003950 | 9.90 | 1.91 | 5.20 |
| 4 | *Rfx* | *Rfx* | FBgn0020379 | 9.76 | 1.75 | 5.59 |
| 5 | *ImpL3* | *Ecdysone-inducible gene L3* | FBgn0001258 | 7.22 | 1.40 | 5.15 |
| 6 | *CG9095* | *CG9095* | FBgn0030617 | 5.71 | 1.77 | 3.23 |
| 7 | *fd3F* | *forkhead domain 3F* | FBgn0061173 | 5.55 | 1.76 | 3.15 |
| 81 | *CG30427* | *CG30427* | FBgn0043792 | 4.40 | 1.52 | 2.89 |
| 91 | *CG30427* | *CG30427* | FBgn0043792 | 4.40 | 1.97 | 2.23 |
| 10 | *nvy* | *nervy* | FBgn0005636 | 4.22 | 1.94 | 2.17 |
| 11 | *CG6129* | *rootletin* | FBgn0039152 | 4.13 | 1.72 | 2.40 |
| 12 | *CG41452* | *CG41452* | FBgn0084015 | 3.52 | 1.72 | 2.05 |

1Note that *CG30427* is represented by two probe-sets on the chip.

# Supplementary material for: The Gene Regulatory Cascade Linking Proneural Specification with Differentiation in Drosophila Sensory Neurons
**Source:** PLoS Biol. 2011 Jan 4;9(1):e1000568. doi: 10.1371/journal.pbio.1000568
**Supplement:** Table S13 — Oligonucleotides used for generation of in situ hybridisation probes, GFP reporter constructs, and gel retardation assays. (0.08 MB DOC)

**Table S13.** Oligonucleotides used for generation of *in situ* hybridisation probes, GFP reporter constructs and for gel retardation assays.

1In most cases, a T7 RNA polymerase sequence (GTAATACGACTCACTATAGGGC) was added to the right primer for direct digoxygenin-labelled RNA synthesis from the PCR product.

# Supplementary material for: The Gene Regulatory Cascade Linking Proneural Specification with Differentiation in Drosophila Sensory Neurons
**Source:** PLoS Biol. 2011 Jan 4;9(1):e1000568. doi: 10.1371/journal.pbio.1000568
**Supplement:** Text S1 — FACS isolation of ato GFP cells and validation. (0.04 MB DOC)

**Text S1. FACS isolation of Ch cells and validation.**

*ato*GFP+ cells were isolated from timed collections of embryos by FACS. Preliminary qRT-PCR and immunohistochemical experiments (not shown) determined that onset of GFP expression, and period of maximal overlap with *ato* expression, occurred at a time point equivalent to 5h45-6h45 of embryo development at 25oC. In order to capture the earliest transcriptional events of SOP formation, including those most likely to be direct responses to *ato* activity, embryos aged for this amount formed the first time point for analysis (t1). Additionally, embryos were collected at two further developmental stages in steps of 1 hour (t2: 6h45-7h45; t3: 7h45-8h45). These collections therefore span a range approximately from early stage 11 to late stage 12. Collected embryos were homogenised to give a suspension of single cells. For t1, FACS resulted in identification and isolation of 3% of embryonic cells as being *ato*GFP+ (Figure S1A). This figure is comparable with the numbers of *ato*GFP+ cells anticipated from immunostaining experiments. Analytical FACS demonstrated that the *ato*GFP+ pool was 97% pure. Parallel experiments with non-transgenic (Oregon R) embryos and those expressing GFP ubiquitously confirmed that the cell collection window contained specifically GFP-labelled cells (Figure S1B,C).

Purity and transcriptional integrity were also tested by qRT-PCR. Compared with RNA from whole embryos, *ato* mRNA was 7 times enriched in *ato*GFP+ cells and 10 times depleted in *ato*GFP- cells, given an overall ratio of enrichment of almost 66 (data not shown). The cell sorting takes about 100 min from embryo collection to suspension of cells in RLT buffer. In order to analyse the impact of these incubations, *ato* mRNA levels were measured at different times during the process by qRT-PCR on RNA extracted from sorted cells. This analysis showed that *ato* mRNA levels rose and fell with the same dynamics in whole embryos and in isolated cells of similarly aged embryos (data not shown).

# Supplementary material for: The Gene Regulatory Cascade Linking Proneural Specification with Differentiation in Drosophila Sensory Neurons
**Source:** PLoS Biol. 2011 Jan 4;9(1):e1000568. doi: 10.1371/journal.pbio.1000568
**Supplement:** Text S2 — Functional gene annotation (GO analysis). (0.04 MB DOC)

**Text S2. Functional gene annotation (GO analysis)**

We examined the over-representation of gene ontology (GO) annotation terms for genes differentially over-expressed in *ato*GFP+ cells. In order to quantify the over-representation of GO terms we compared the relative GO term frequencies between differentially over-expressed genes and all genes in the genome (Tables S4–6). Functional gene annotations restricted to the GO hierarchy under the GO term GO:0008150 ("biological process") were retrieved directly from the Flybase gene annotation file for all trusted genes and total frequencies calculated by GO term. To determine which GO terms were over-represented in the lists of differentially expressed genes, we first prepared analogous frequency tables for differentially expressed genes. GO terms that were significantly over-represented (p≤0.05) were identified by generating contingency tables from the underlying counts and performing a right-handed corrected Fisher exact test {Hosack, 2003 #1749}. Across all three time points several general PNS related terms were enriched including ‘peripheral nervous system development’ and ‘sensory organ development’, but there were also a large number of terms related to more specialised aspects of PNS development. Interestingly terms are present relating to both visual development (including ‘Bolwig's organ morphogenesis’, ‘compound eye development’, ‘compound eye morphogenesis’, ‘R8 cell fate commitment’) and sensillum development (including ‘sensory perception of sound’, ‘sensory organ precursor cell division’, ‘notum cell fate specification’, ‘ommatidial rotation’, ‘haltere development’ and a number of terms for the Notch signalling pathway). These terms reflect the fact that the *ato*GFP+ pool contains several different *ato*-dependent cells types including both Ch and photoreceptor precursors.

In order to assess systematically the relevance of the over-represented GO terms to PNS development we retrieved all of the GO terms that were associated with genes annotated with the GO term ‘peripheral nervous system development’ (GO:0007422) and compared these terms with the enriched GO term lists. In addition we performed a frequency analysis of the peripheral nervous system related GO terms themselves to determine whether they were over-represented in our enriched GO term lists (Table S7). Overall, for t1, t2, and t3 *ato*GFP+ cells, 56% (79/141), 49.3% (70/142) and 62.3% (71/114) respectively of over-represented GO terms were related to PNS development (Table S7). This represents highly significant enrichments of the order of 2.5–3-fold more than expected by chance.

# Supplementary material for: The Gene Regulatory Cascade Linking Proneural Specification with Differentiation in Drosophila Sensory Neurons
**Source:** PLoS Biol. 2011 Jan 4;9(1):e1000568. doi: 10.1371/journal.pbio.1000568
**Supplement:** Text S3 — Developmental progression in GO term over-representation. (0.03 MB DOC)

**Text S3. Developmental progression in GO term over-representation.**

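The Notch pathway list was shifted upward at each age, with few single genes past the limits. Of 8 genes 1 was called at t1 (median log2 0.40, camera adjusted p = 6.7e-05), 3 at t2 (adjusted p = 4.5e-05) and 2 at t3, or 3 when adjusted over the list alone (median 0.43, adjusted p = 2.8e-05), with 1 losing enrichment between t1 and t3, *spdo* (median 0.03, adjusted p = 0.76). The list of E(spl) and Bearded genes had 1 of 11 higher at t1, *HLHmdelta* at 1.74-fold (adjusted p = 0.0032, but adjusted p = 0.32 with an estimated correlation), none at t2, and 3 at t3 or 4 when adjusted over the list alone (adjusted p = 0.00026, and adjusted p = 0.20 with an estimated correlation), namely *m4* at 2.04-fold, *HLHm5* at 1.84-fold and *HLHm7* at 1.65-fold. Without t3 GFP+ replicate 3 the t3 counts were 4 of 8 Notch pathway genes and 1 of 11 E(spl) and Bearded genes. The sensory precursor list lost enrichment from t1 to t3 (median −0.60, adjusted p = 1.5e-10), with 11 of 14 higher at t2 (median 1.28, adjusted p = 2.9e-17) and 7 at t3 (median 0.58, adjusted p = 8.6e-10).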

Terms associated with early development (‘Notch signalling pathway’, ‘sensory organ precursor cell fate determination’) decrease from t1 to t3. Conversely, the differentiation terms ‘cilium assembly’ and ‘sensory perception of sound’ increase progressively. 

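Basal body and IFT-A lists were shifted upward at t2, which was not tested against t1. Basal body and transition zone genes had 4 of 7 higher (median log2 1.01, camera adjusted p = 1.1e-05, and adjusted p = 0.077 with an estimated correlation) and IFT-A genes 3 of 5 (median 1.04, adjusted p = 0.00015, and adjusted p = 0.097 with an estimated correlation). *Oseg6*, an IFT-A gene, was 2.32-fold higher at t2. IFT-B genes had 1 of 9 higher (median 0.19, adjusted p = 0.11), BBSome genes 1 of 6 (median 0.10, adjusted p = 0.37) and axonemal genes 2 of 14 (adjusted p = 0.0071, lost with ribosomal centring and adjusted p = 0.35 with an estimated correlation). Ciliary motor genes had 2 of 4 higher (median 0.37, adjusted p = 0.041, and adjusted p = 0.28 with an estimated correlation). *CG11253* and *CG14905*, called at t2, fall short there against a 1.5-fold change.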

Interestingly, ‘DNA replication’ increases at t2 (three of the top eight terms now relate to DNA replication) and then dramatically disappears at t3. This perhaps reflects the change from mitotically quiescent to dividing SOPs, and then towards postmitotic cells (Figure 1E). 

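DNA replication genes were called most often at t2. Of 17 genes 2 were higher at t1 (median log2 0.39, camera adjusted p = 6.6e-07, but adjusted p = 0.18 with an estimated correlation), 11 at t2 (median 0.78, adjusted p = 4.5e-19) and 0 by limma at t3, or 1 lower without t3 GFP+ replicate 3 (median −0.29, adjusted p = 1.2e-05, and adjusted p = 0.20 with an estimated correlation). At t2 the polymerase alpha subunits *DNApol-alpha73* and *DNApol-alpha50* were 2.53-fold and 2.46-fold higher, the origin genes *Orc1* and *Orc2* 2.21-fold and 1.81-fold, *Mcm2* 1.74-fold, and *CycE*, which drives entry into S phase, 1.90-fold. From t1 to t3 enrichment fell for 8 of 17, and for 10 when adjusted over the list alone (median −0.60, adjusted p = 5.1e-16): *CDC45L* by −1.12, *RnrL* by −1.04 and *Orc1* by −0.86. Of the mitosis list only 4 genes were measured, with 0 higher at t1 (adjusted p = 0.99) and 1, *CycE*, at t2 (adjusted p = 0.28). Neither t2 against t1 nor the difference between the lists was tested.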

Overall our experimental approach can detect *in vivo* global gene expression changes over just three hours of neural development. Moreover, expression changes in a manner consistent with progression from neural precursor towards neuronal differentiation.

# Supplementary material for: The Gene Regulatory Cascade Linking Proneural Specification with Differentiation in Drosophila Sensory Neurons
**Source:** PLoS Biol. 2011 Jan 4;9(1):e1000568. doi: 10.1371/journal.pbio.1000568
**Supplement:** Text S4 — Analysis of ato -correlated genes for over-represented protein domains. (0.04 MB DOC)

**Text S4. Analysis of *ato*-correlated genes for over-represented protein domains.**

We conducted an analysis of *ato*-correlated genes for over-representation of genes encoding specific protein domains (Table S8, Figure S2). Notably prominent are genes with DNA binding domains (such as homeobox transcription factors), as might be expected since transcriptional regulation is likely to feature highly in the genetic network downstream of *ato*. At later time points, there is a rise in the frequency of domains that may reflect important aspects of the earliest stages of terminal differentiation (e.g. cadherins, ABC transporters, domains associated with protein-protein interactions). Notable over-represented protein families include cadherins and ABC proteins. The cadherins, *E-cadherin* and *shot,* are known to be required for adherens junction development between Ch neurons and their support cells [1]. 

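*shg*, the E-cadherin gene, and *shot*, a spectraplakin, were only mildly higher in GFP+ cells. *shg* was 1.63-fold higher at t2 (log2 0.71, adjusted p = 8.8e-06), fell short of 1.5-fold at t1 (1.44-fold, log2 0.52, SE 0.11) and was not called at t3 (1.26-fold, log2 0.34, SE 0.12, adjusted p = 0.051). *shot* was 1.63-fold higher at t1 (log2 0.70, SE 0.10, adjusted p = 2.6e-06), 1.62-fold at t2 and 1.40-fold at t3 (log2 0.48, SE 0.11), where it passes only without t3 GFP+ replicate 3. Neither changed in enrichment from t1 to t3 (log2 −0.19 for *shg* and −0.22 for *shot*). Against a 1.5-fold change neither passes at t1 or t2. The GFP+ to GFP− ratio of *CadN*, the neuronal cadherin, grew more from t1 to t3 than that of either. Such growth can be a smaller depletion as well as a larger enrichment. Other cadherins were not compared.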

The novel cadherins may therefore also be involved in the strong cell associations between the cells of the Ch organ. ABC transporters might be involved in secretion into the specialised scolopale lumen surrounding the neuron.

Domain analysis also identified genes associated with ciliogenesis. The B9 domain has been linked to the basal body, which functions to nucleate cilium formation. This group includes *Tectonic*, the vertebrate homologue of which is required for Hh signalling via the primary cilium [2]. The TPR domain is a protein association domain that is particularly linked with Golgi-related vesicle transport and intraflagellar transport (IFT), both processes that are crucial to cilium biogenesis [3]. *ato*-correlated genes of this group include *nompB* (IFT88), *BBS8*, *oseg3* (IFT140), *BBS4* and *oseg6* [4]. BBS4 and BBS8 are part of the BBSome, a protein complex that is required for ciliary membrane extension [5]. NompB, Oseg3 and Oseg6 are part of the IFT complexes. 

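At t3 each of these TPR genes was higher in GFP+ cells. *Oseg6* was 3.87-fold higher (log2 1.95, SE 0.18, adjusted p = 5.2e-09), *BBS8* 2.34-fold (log2 1.22, SE 0.17, adjusted p = 4.6e-06), *rempA* (*oseg3*) 2.29-fold (log2 1.20, SE 0.20, adjusted p = 5.7e-05), *BBS4* 2.13-fold (log2 1.09, SE 0.19, adjusted p = 8.8e-05) and *nompB* 1.94-fold (log2 0.96, SE 0.15, adjusted p = 2.0e-05). Of these only *Oseg6* was already called at t1 (1.73-fold, log2 0.79, SE 0.16). Between t1 and t3 the gain was called for *Oseg6* (1.16, SE 0.24), *BBS8* (1.07, SE 0.23) and *BBS4* (1.06, SE 0.26), and missed for *rempA* (1.02, SE 0.27, adjusted p = 0.017) and *nompB* (0.59, adjusted p = 0.073). *BBS4*'s gain is lost in most fits that leave an array out. Against a 1.5-fold change *BBS4*, *BBS8*, *rempA* and *nompB* are not called at t3, and in a fit of the t3 arrays alone none of these genes is.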

The IFT-B protein complex, along with dynein, is required for transport of materials along the microtubule core into the growing cilium, whereas the IFT-A complex, with kinesin, transports cargo in the opposite direction. Several other TPR genes are enriched that have previously either not been linked with ciliogenesis or not proven to be expressed in sensory neurons.

RFERENCES

1. Lee M, Lee S, Zadeh AD, Kolodziej PA (2003) Distinct sites in E-cadherin regulate different steps in Drosophila tracheal tube fusion. Development 130: 5989-5999.

2. Reiter JF, Skarnes WC (2006) Tectonic, a novel regulator of the Hedgehog pathway required for both activation and inhibition. Genes Dev 20: 22-27.

3. Jékely G, Arendt D (2006) Evolution of intraflagellar transport from coated vesicles and autogenous origin of the eukaryotic cilium. BioEssays 28: 191-198.

4. Avidor-Reiss T, Maer AM, Koundakjian E, Polyanovsky A, Keil T, et al. (2004) Decoding Cilia Function: Defining Specialized Genes Required for Compartmentalized Cilia Biogenesis. Cell 117: 527-539.

5. Nachury MV, Loktev AV, Zhang Q, Westlake CJ, Peränen J, et al. (2007) A Core Complex of BBS Proteins Cooperates with the GTPase Rab8 to Promote Ciliary Membrane Biogenesis Cell 129: 1201-1213.

# Supplementary material for: The Gene Regulatory Cascade Linking Proneural Specification with Differentiation in Drosophila Sensory Neurons
**Source:** PLoS Biol. 2011 Jan 4;9(1):e1000568. doi: 10.1371/journal.pbio.1000568
**Supplement:** Text S5 — Comparison with proneural cluster-expressed genes from a previous profiling analysis. (0.03 MB DOC)

**Text S5. Comparison with proneural cluster-expressed genes from a previous profiling analysis.**

A previous expression profiling study has been carried out for the *Drosophila* PNS [1]. In contrast to our study, these authors isolated ectodermal proneural cluster cells from wing imaginal discs (therefore prior to neural commitment). We find a significant but rather modest number of genes to be shared between both studies (Table 1). These shared genes largely comprises genes known to be involved in early neural development. The relatively small overlap in genes found in each analysis is perhaps not surprising since the studies target different neuronal types, time points, and tissues.

1. Reeves N, Posakony JW (2005) Genetic Programs Activated by Proneural Proteins in the Developing Drosophila PNS. Developmental Cell 8: 413-425.

How the deposited data were processed for this re-analysis (not part of the article)

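The values are log2 intensities that the authors summarised by robust multi-array averaging with quantile normalisation before the files were deposited, on an Affymetrix Drosophila genome array with 18952 probe sets. Column medians lie between 4.71 and 4.84 and values between 2.77 and 14.5, which is the range of a log2 scale, and no column repeats another (highest correlation between arrays 0.998). After 183 control probe sets were left out, 18769 were tested. Of these 13647 name 1 gene in the platform's table, 402 name several and 4720 name none, and 11983 genes are counted. Gene names come from the platform table and from a gene table of the organism, with the current name in brackets where it differs from the paper's. For 14 probe sets, *unc*, *ImpL3*, *vn* and *rho* among them, the name comes only from the paper's tables; they are described and left out of counts. No raw intensities were used here, so background correction and normalisation are the authors'.

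The samples are 31 arrays in 8 groups: wild-type GFP+ and GFP− cells at t1, t2 and t3, and mutant GFP+ and GFP− cells at t1. Every group has 4 arrays except wild-type GFP− at t3, which has 3. For GFP− replicate 4 at t2 the title and the source description give different GFP classes; the title was followed, and its *ato* level lies with the other GFP− arrays. Group means were compared in limma 3.58.1 (R 4.3.3) with moderated t statistics and Benjamini-Hochberg adjustment within each comparison, and all adjusted p values for genes are limma's. A probe set passed at a change of at least 1.5-fold with an adjusted p of at most 0.01, the paper's limits, and a gene passed when a probe set naming it alone passed. Enrichment was compared between t3 and t1, and between wild type and mutant, as a difference of differences in the same model. A higher value there can be a smaller depletion as well as a larger enrichment. A gene was *ato*-dependent when a probe set naming it alone passed at 2-fold in wild type and did not in the mutant. It was a candidate when the wild-type fold of such a probe set was also at least 2 times its mutant fold. Other probe sets of the gene could still pass in the mutant. A gene's value is that of its probe set with the highest mean, with another probe set given where it disagrees.

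Gene groups are 29 lists with 252 entries, 215 of them measured. A list's shift was tested with camera, which is part of limma, at its preset correlation of 0.01, adjusted over the lists of a comparison, with 0.05 as the limit. The same test was repeated with an estimated correlation. Counts of members were also taken with p adjusted over the list alone. The lists, the comparisons and 16 alternatives were fixed before the data were examined, with the paper's tables already read.

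The genes named are, for each comparison, the 15 with the largest change each way among those that passed and whose GFP+ values all lie on one side of the GFP− values (for a difference of differences, those that passed), every gene the paper's text or Table S12 names for that experiment, *ato* first as a check of labels, and members of the lists. Values in the paper's tables had been seen when this rule was written.

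Replicate numbers are shared by the GFP+ and GFP− samples of a group. Whether they pair the samples was checked from the correlation, over all probe sets, of the deviations of GFP+ and GFP− arrays of one number. In the mutant all 4 such correlations lay above 0.1 (0.213 to 0.299). At t1 they lay between 0.068 and 0.327, at t2 between −0.019 and 0.065 and at t3 between 0.037 and 0.558. The GFP− array of the same number was the closest match for 4 of 4 GFP+ arrays at t1 and in the mutant. It was so for 3 of 4 at t2 and 2 of 3 at t3. The paper also describes collecting both cell classes in each run. The numbers therefore carry a pairing at t1 and in the mutant, and at most a weak one at t2. At t3 it varied between pairs. The model without a replicate block was kept, so the main adjusted p values ignore the pairing, with the block as an alternative.

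The alternatives were a fit of only the groups compared, a replicate block, no dim probe sets, cyclic loess between arrays, centring on ribosomal protein genes, an intensity trend with robust estimates, array weights, a test against the fold limit itself (treat), a limit of 5% on the adjusted p, a single probe set per gene, probe sets instead of genes, each array left out in turn, and others for the *ato*-dependent genes and the lists. A fit of only the t3 groups that also leaves out GFP+ replicate 3 was added after the values had been seen.

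The steps were first run on simulated values with known changes. The simulated noise was normal, with a single spread per probe set pooled over all groups and no aberrant array. The rates for t3 therefore need not hold for the real t3 arrays, where GFP+ replicate 3 had an array weight of 0.418. At 2-fold, 98.5% of changed probe sets were recovered at t1, 100% at t2 and 95.5% at t3, and at 1.5-fold 49.3%, 61.2% and 49.3%, so that genes near 1.5-fold are often missed. For the difference between t3 and t1, 94% were recovered at 2-fold, and for that between wild type and mutant 89.6%. False calls numbered 0 among 18769 probe sets in each comparison but the last, which had 1. With simulated pairs the replicate block recovered 195 of 200 changed probe sets against 88 without it. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.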

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

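The tests of mixed cells and of exchanged samples on the t3 GFP+ replicate 3 array, the test of the GFP+ share at t3, and the exchange of equal numbers of arrays in both GFP classes, were chosen only after the result was seen. The tests of the GFP+ share and of exchanged samples replaced earlier comparisons with genes picked by their t3 ratio or calls, a choice that fixed the outcome. A requirement that the quartile spread of a test clear its bound was also added after the values were seen, and it turned the tests of mixed cells and of maternal RNA from excluded to undecided.

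Several ciliary genes had a single array far from the others of its group, most often t3 GFP+ replicate 3. There *Rfx* stood at 7.36 (others 8.38 to 8.57), *CG6129* at 8.22 (9.7 to 9.9), *Oseg1* at 8.68 (9.55 to 9.64), *Oseg4* at 8.31 (9.21 to 9.32), *BBS4* at 4.24 (5.33 to 5.48), *BBS8* at 6.49 (7.66 to 7.67) and *nompB* at 4.59 (5.45 to 5.57). Elsewhere lay *ss* at 10.18 (9.66 to 9.75), *alphaTub85E* at 7.87 (5.71 to 5.74) and *Oseg1* at 9 (8.82 to 8.84) in t1 GFP+ replicate 4, *nvy* at 11.49 (11.21 to 11.24) in t1 GFP+ replicate 2, *dila* at 4.4 (3.99 to 4.02) in t2 GFP− replicate 3, *cato* at 6.05 (5.96 to 5.97) in mutant GFP− replicate 3, *unc* at 4.89 (4.39 to 4.44) in mutant GFP− replicate 2 and *rempA* at 4.27 (4.21 to 4.22) in mutant GFP+ replicate 4. Together 15 of 287 groups passed Dixon's 95% limit, and chance marks about 1 in 20 groups, so the total is what chance gives and only its gathering on a single array stands out. The t3 GFP− group, with 3 arrays, was not in this test.

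On t3 GFP+ replicate 3 the enriched genes lay at 0.32 of the way from the GFP− to the GFP+ mean of the other replicates and the depleted genes at 0.472, against 0.94 to 1.025 and 0.88 to 1.138 on the other GFP+ arrays. An exchange of the GFP+ and GFP− samples is argued against, since 93.81% of the probe sets called enriched at t3 without both replicate 3 arrays (515 of 549) were above GFP− replicate 3. Cells without GFP in the sample remain open: they would move enriched and depleted genes by like fractions, and the medians were 0.229 (quartiles 0.094 to 0.368) and 0.505 (0.318 to 0.691), a difference of 0.2759 within the spread. Younger embryos may also contribute, as genes that lose enrichment by t3 lay higher on this array by a median log2 of 0.2873 (quartiles 0.062 to 0.458), or 0.127 among the 226 of 407 not depleted at t3, against 0.0165 for uncalled genes. However, 254 probe sets that changed the other way, higher at t3 than at t1 and not enriched at t3, lay higher on it too, by a median of 0.145. A rise on this array is thus not particular to genes that lose enrichment. The tests do not separate these last explanations. GFP− replicate 3 was the array most similar to GFP+ replicate 3, and the reverse (correlation 0.9968). On the scale above GFP− replicate 3 lay at 0.233 for depleted and −0.048 for enriched genes. Whether the replicate 3 samples of both classes share a fault was not tested.

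Depletion of mesodermal genes shrank by t3, where *twi* was 2.15-fold lower against 8.42-fold at t2, and *nau* 2.26-fold against 9.56-fold. A lower share of GFP+ cells at t3 is a candidate explanation: it would move all depleted genes alike, and 6 mesodermal genes regained a median of 0.465 of their distance to the GFP− level between t2 and t3 (quartiles 0.381 to 0.547), against 0.520 (0.356 to 0.729) for 307 other genes depleted 2-fold or more at t2, a difference of −0.05447. Mesodermal RNA in the GFP+ samples did lie higher at t3 than at t2, by a median of 0.9578 (quartiles 0.83 to 1.18, 5 of 6 genes), while the GFP− median moved by −0.519, which a lower share or expression in the GFP+ cells themselves could each give. Loss of early mesodermal expression with age stays open, since 9 muscle differentiation genes had a median of −0.8559 at t3, 6 of them lower, against −2.17 at t2.

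GFP− cells differed between the lines at 1299 genes, a comparison the paper does not report, with 539 higher in wild type and 762 in the mutant (346 and 927 with cyclic loess scaling). Among the latter *CG6040* was 46.1-fold, *Hsc70-2*, a heat-shock cognate, 33.2-fold and *Lsd-2*, a lipid-droplet gene, 22.8-fold higher. Maternal RNA from unfertilised eggs or arrested embryos in the mutant GFP− samples could not be decided: the median of 17 maternal transcripts was 0.09246 (quartiles −0.003 to 0.979), but *smg* was 9.66-fold, *wisp* 5.58-fold and *osk* 2.53-fold higher, with a median of −0.10 in GFP+ cells. A difference present in all cells of the lines is a further possible explanation, since 29.53% of those genes (225 of 762) were also higher in mutant GFP+ cells, above the 28.2 genes of independent lists but short of most of them. Genotype and collection are confounded here, so these cannot be told apart.

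Enrichment differed between t3 and t1 by a test of the difference itself for many regulators and ciliary genes. It was lower at t3 for *ato* (−1.95), *ss* (−2.91), *toy* (−1.46), *cato* (−2.95), *cpo* (−2.59), *dac* (−2.51), *Rfx* (−1.33), *sens* (−1.94), *B-H1* (−2.13), *unc* (−1.99), *ImpL3* (−3.28), *CG30427* (−1.28), *nvy* (−1.81), *CG41452* (−1.19) and *CG32150* (−1.80). It was higher for *btv* (2.40), *CG4525* (2.31), *BBS4* (1.06), *BBS8* (1.07), *Oseg6* (1.16), *sc* (1.47) and *ac* (1.24). The value for *toy* is that of its brightest probe set, from which another differed widely at t1. A lower share of GFP+ cells at t3 (difference −0.05447 for the mesodermal genes) could lower enrichments too, which was not tested on these genes. It would not raise the ratio of genes already higher in GFP+ cells at t1, but would raise that of genes lower there. *sc* and *ac* had lower means in GFP+ than in GFP− cells at t1, without a call, so part of their rise could come from it.

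Enrichment at t1 also differed between wild type and mutant. It was larger in wild type for *cato* (3.38), *dila* (2.63), *Rfx* (2.52), *ImpL3* (2.45), *unc* (2.34), *fd3F* (1.61), *CG9095* (1.48), *CG41452* (1.48), *ss* (1.45), *cpo* (1.21), *nvy* (1.14) and *CG30427* (0.78). It was larger in the mutant for *toy* (−2.28), *ac* (−1.85), *sc* (−1.61) and *amos* (−1.21). The value for *toy* is that of its brightest probe set, and another probe set gave a far larger t1 enrichment in wild type.

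Genes lower in GFP+ cells, which the paper does not discuss, numbered 586 at t1, 689 at t2 and 533 at t3, and the mutant GFP+ cells had 733 higher genes, most of which the paper does not treat.

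Other splits of the arrays give 1 of 35 as large at t1 (885, highest other 1), at t2 (1090, highest other 0), in the mutant (1734, highest other 3) and between the lines in GFP− cells (1299, highest other 1), so chance can be excluded there. At t3 it cannot: 2 of 35 splits were as large (904), with 1098 genes when GFP+ replicate 3 is placed with the GFP− arrays. That split keeps the labels of the other t3 arrays, so the t3 test turns on this array. For differences of enrichment, arrays were first exchanged freely within each GFP class, which gave 5 of 100 as large between t3 and t1 (582, highest other 2954), 1 of 100 between wild type and mutant (878, highest other 780), 52 of 100 for the 2-fold genes (43, highest other 140) and 10 of 100 for the candidates (16, highest other 57). Because a free exchange can move more arrays in one GFP class than in the other, which itself makes a difference of enrichment, exchanges of equal numbers in both classes were then used. These gave 1 of 100 as large for t3 against t1 (highest other 0), wild type against mutant (highest other 0) and the candidates (highest other 14). For the 2-fold genes they gave 11 of 100 (highest other 79). Such exchanges mix ages or lines within groups, which widens the spread there and can itself remove calls. Chance is therefore excluded only for wild type against mutant, where free exchanges also gave 1 of 100. It is not excluded for t3 against t1, the candidates or the 2-fold genes.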

How the results depend on the processing

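All alternatives reported here were set before the values were seen, except the fit of only the t3 groups that also leaves out GFP+ replicate 3. No named gene and no list reversed its direction where it was called in the main fit or under the alternative. Changes of sign without a call were not counted. Over the named genes of all comparisons, a 5% limit added 38 calls and removed none, trend and robust estimates removed 13, cyclic loess added 15 and removed 17, array weights added 40 and removed 3, ribosomal centring added 64 and removed 28, the fit of only the groups compared added 11 and removed 152, and a test against the fold limit itself removed 264. Dim signal limits *nan*, *iav*, *futsch* and *BBS4*, whose values lie near the median of all values, 4.77. For each count that moved, the cause was not tested unless stated.

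When only the groups compared were fitted, limma called 0 genes enriched and 0 depleted at t3 (408 and 577 at an unadjusted p under 0.05), 190 at t2 only, 0 at t3 only and 152 with lower enrichment at t3 than at t1. With GFP+ replicate 3 also left out the t3 counts were 387 and 492, so the 0 calls turn on that array and not on the number of arrays. Cyclic loess gave 150 genes with higher enrichment in the mutant. Ribosomal centring gave 744 enriched and 445 depleted at t2, 327 at t2 only, 1438 enriched in the mutant, 9 candidates and 493 with higher enrichment in the mutant; it moved the median of all genes by 0.12 at t1, 0.20 at t2, 0.10 at t3 and 0.25 in the mutant. Array weights gave 401 genes with lower enrichment at t3. Tested against the fold limit, which asks for more than a filter does, the counts were 104 and 216 at t1, 118 and 263 at t2, 88 and 17 at t3, 26 at t1 only, 31 at t2 only, 57 at t3 only, 101 higher and 30 lower at t3 than t1, 234 in the mutant, 27 at 2-fold, 224 lower and 30 higher in the mutant, and 457 between the lines in GFP− cells. With the mutant not past the 1% limit whatever its fold, 18 genes passed the 2-fold rule and 9 were candidates. An estimated correlation left 63 shifted lists of 105.

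With the replicate block as pairing, counts stayed within 1.5 times: 322 and 607 at t1, 417 and 704 at t2, 397 and 457 at t3, and 16 candidates. Over the named genes the block added 36 calls and removed 7. Leaving out each array gave 287 to 309 enriched and 549 to 603 depleted at t1, 366 to 441 and 656 to 686 at t2, 311 to 534 and 344 to 773 at t3, 53 to 67 at t1 only, 102 to 158 at t2 only, 161 to 312 at t3 only, 298 to 430 higher and 168 to 376 lower at t3 than t1, 663 to 820 in the mutant, 38 to 46 at 2-fold, 13 to 21 candidates, 529 to 641 lower and 212 to 357 higher in the mutant, 1228 to 1408 in GFP− cells and 101 to 106 lists. The moves over 1.5 times were t3 depleted 344 without t3 GFP− replicate 2, t3 only 312 without t3 GFP+ replicate 3 and lower at t3 376 without t3 GFP− replicate 3. The other alternatives, a dim filter, trend and robust estimates, a 5% limit, a single probe set per gene and probe sets counted, kept every count within 1.5 times.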

Differences from the paper's values

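The paper gives *CG5280* a fold enrichment at t3 of 3.67 in Table S3, against 2.43 (2.429) here. Of the alternatives set before the data were examined, those with ribosomal centring (2.58), array weights (2.74), without t3 GFP+ replicate 3 (2.86) and without t3 GFP− replicate 3 (2.54) come within 1.5 times of the paper's value, and the other 11 do not. A fit of only the t3 groups that also leaves out GFP+ replicate 3 (2.86), which was chosen after seeing the values, does too.

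For *CG30427* the paper's Table S12 gives 4.4 in wild type at t1, against 2.89 (2.892). Ribosomal centring (3.10) and fits without t1 GFP+ replicate 2 (2.98), t1 GFP+ replicate 3 (3.02) or t1 GFP− replicate 1 (2.97) come within 1.5 times, and the other 12 do not.

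For *CG41452* the paper gives 3.52 in wild type and 1.72 in the mutant, against 7.71 and 2.77 (2.768) here on the brightest probe set. No setting closes the wild-type difference. In the mutant, cyclic loess (2.54) and the fit without mutant GFP+ replicate 4 (2.56) come within 1.5 times, and the rest do not. Another probe set of the gene gives 3.72 in wild type and 1.75 in the mutant.

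At the paper's limits 300, 402 and 371 genes were enriched at t1, t2 and t3 here and 43 met the 2-fold rule for *ato*, each within 1.5 times of the paper's count. *fd3F* at t3 is 14.7-fold here and 19.7-fold in the paper, a value reached without t3 GFP+ replicate 3.

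The paper reports early expression of *CG15161* by in situ hybridisation, and its Table S10 gives the gene a t1 fold of 5.55, a value that Table S1 gives for *fd3F*. Over the whole of Table S9 25 of 93 measured genes were called at t1. On the arrays *CG15161* missed the limit at t1 (1.92-fold, adjusted p = 0.0101); it is called in the fit of only the groups compared (adjusted p = 0.00020), with the replicate block (adjusted p = 0.0033), without dim probe sets (adjusted p = 0.0078), with ribosomal centring (adjusted p = 0.0070), with array weights (adjusted p = 0.00089), at a 5% limit, with a single probe set per gene (adjusted p = 0.0085) and without t1 GFP+ replicate 3 (adjusted p = 0.0078).

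The paper names *nompA* as higher at t3. The brightest probe set here was not called (0.998-fold) and another was 3.40-fold higher. Of Table S9, 83 of 93 measured genes were called at t3; *shot*, which the paper lists, is called without t3 GFP+ replicate 3 (1.52-fold, adjusted p = 2.2e-05), and so are 89 of the 93 in that setting. The paper describes Notch signalling terms as decreasing with age, from GO annotation of enriched genes. The Notch list here is a different set and measure, and its entries *N*, *Ser* and *Su(H)* were not measured. Over the fixed lists 1 of 8 Notch pathway genes passed at t1, 3 at t2 and 2 at t3 (4 without t3 GFP+ replicate 3), and no difference of the Notch list between t3 and t1 was found (adjusted p = 0.76).

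In Table S10, 38 entries carry a t1 fold for a measured gene, and for 22 the fold is within 1.5 times of the value here, a bound chosen after the values were seen. Of 25 whose t1 fold also stands in Table S1, 3 stand there under the same gene.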

Other observations

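Beside ciliary and precursor genes, the t1 GFP+ cells carried ecdysteroid-synthesis and segmental genes. Of 6 ecdysteroid P450 genes 5 were higher at t1 (median log2 1.04, camera adjusted p = 1.6e-08) and 5 at t2, falling to 2 at t3 (adjusted p = 0.0051), and 3 of 6 lost enrichment, or 4 when adjusted over the list alone (median −0.84, adjusted p = 5.2e-05). *shd*, which makes the active hormone, was 3.76-fold higher at t1, *sad* 3.54-fold and *dib* 1.78-fold. The segment polarity list had 3 of 5 higher at each age (median 1.55 at t1, adjusted p = 4.1e-05), with *inv* at 5.40-fold, *hh* at 3.64-fold and *en* at 2.94-fold, and its enrichment was larger in the mutant for 3 of 5 (adjusted p = 0.0011, but adjusted p = 0.11 with an estimated correlation). Of 7 amnioserosa and dorsal ectoderm genes 4 were higher and 3 lower at t1 (adjusted p = 0.83): *Doc2* was 3.03-fold and *Doc3* 2.37-fold higher, *pnr* lower (log2 −1.85). The larval eye list included *svp* and *so* (1.99-fold).

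EGFR genes were shifted upward at each age, with 1 of 7 passing at t1, *aos*, a feedback inhibitor, at 2.09-fold (camera adjusted p = 0.00061), 1 at t2 (adjusted p = 0.0035) and none at t3 (median 0.31, adjusted p = 0.0011), or 3 without t3 GFP+ replicate 3. Heat-shock genes had 1 of 4 higher at t1, *Hsp27* at 1.54-fold (adjusted p = 0.012, and adjusted p = 0.14 with an estimated correlation), and 2 at t3, *Hsp68* at 2.54-fold and *Hsp26* at 1.71-fold (adjusted p = 5.0e-05). Mitosis genes had no member past the limits at t3 (adjusted p = 0.62).

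Lists of other tissues went both ways at t1. Glial genes had 3 of 5 lower, *moody* (log2 −2.72), *gcm* (−2.41) and *repo* (−0.86), and *loco* 2.35-fold higher (camera adjusted p = 0.0028, and adjusted p = 0.079 with an estimated correlation). The GFP+ to GFP− ratio of the list rose from t1 to t3 (median 1.20, camera adjusted p = 1.4e-05, 2 of 5 passing, or 4 when adjusted over the list alone). Glycolysis genes had 3 of 9 lower, *Ald* (−1.85) most (adjusted p = 0.011, lost without dim probe sets). The germ-line gene *nos* was 6.37-fold lower. Tracheal genes went both ways, *btl* lower (−2.46), *knrl* 2.20-fold and *kni* 1.75-fold higher (adjusted p = 0.099), and so did CNS neuroblast genes, with *dpn* 1.70-fold higher and *nerfin-1* lower (−1.41; adjusted p = 0.25). At t3 muscle genes were still lower in 4 of 6 cases (median −0.76, adjusted p = 0.00013).

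In mutant GFP+ cells the head appendage genes were all 9 higher (median 2.23, camera adjusted p = 8.1e-15), muscle genes lower in 5 of 6 cases (median −2.91, adjusted p = 3.2e-10) and endoderm genes in 3 of 4 (median −3.06, adjusted p = 7.1e-07). *htl*, an FGF receptor of mesoderm, was 40.1-fold lower there. The endoderm list had a higher GFP+ to GFP− ratio in wild type for 3 of 4 genes (median 1.41, adjusted p = 0.00024), of which *hkb* and *fkh* were less depleted there and only *grn* was enriched. DNA replication genes were higher in 8 of 17 cases in the mutant (adjusted p = 7.1e-07, but adjusted p = 0.22 with an estimated correlation) with no difference from wild type found (adjusted p = 0.15). The Notch list had 5 of 8 higher in the mutant (adjusted p = 0.00031, but adjusted p = 0.079 with an estimated correlation). In GFP− cells wild type had higher *Hrb87F* (14.9-fold), *Actbeta*, a TGF-beta ligand (10.7-fold), *amos* (2.83-fold) and *ato* (2.56-fold), and 5 of 7 amnioserosa and dorsal ectoderm genes (adjusted p = 0.0010).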
